# Digital Gene Expression Tag Profiling Analysis of the Gene Expression Patterns Regulating the Early Stage of Mouse Spermatogenesis

**DOI:** 10.1371/journal.pone.0058680

**Published:** 2013-03-15

**Authors:** Xiujun Zhang, Lili Hao, Lijun Meng, Meiling Liu, Lina Zhao, Fen Hu, Cunbao Ding, Yang Wang, Baoling He, Yuxin Pan, Wei Fang, Jing Chen, Songnian Hu, Mengchun Jia

## Abstract

Detailed characterization of the gene expression patterns in spermatogonia and primary spermatocytes is critical to understand the processes which occur prior to meiosis during normal spermatogenesis. The genome-wide expression profiles of mouse type B spermatogonia and primary spermatocytes were investigated using the Solexa/Illumina digital gene expression (DGE) system, a tag based high-throughput transcriptome sequencing method, and the developmental processes which occur during early spermatogenesis were systematically analyzed. Gene expression patterns vary significantly between mouse type B spermatogonia and primary spermatocytes. The functional analysis revealed that genes related to junction assembly, regulation of the actin cytoskeleton and pluripotency were most significantly differently expressed. Pathway analysis indicated that the Wnt non-canonical signaling pathway played a central role and interacted with the actin filament organization pathway during the development of spermatogonia. This study provides a foundation for further analysis of the gene expression patterns and signaling pathways which regulate the molecular mechanisms of early spermatogenesis.

## Introduction

Spermatogenesis, the process by which germ stem cells (Type A spermatogonia) develop into mature spermatozoa, includes three phases: spermatocytogenesis (mitosis), meiosis and spermiogenesis. Germ stem cells divide mitotically to replace themselves and produce the cells which subsequently differentiate (Type B spermatogonia). After a further mitotic division, type B spermatogonia divide mitotically into primary spermatocytes, followed by a meiotic division to generate secondary spermatocytes which eventually generate early and late spermatids [1]. Unraveling the molecular mechanisms which regulate mitotic and meiotic cell division in mammalian germ cells may help to understand the genetic basis of spermatogenesis. Much of the research conducted on the transcriptional regulation of spermatogenesis in the last two decades has focused on individual transcription factors, and most of these studies have relied solely on the altered phenotypes of knockout mice to assess the function of transcription factors [2]. However, the physiological links between different transcription factors at the various stages of the seminiferous epithelial cycle are largely unknown [3]. Furthermore, the mechanisms by which these genes and their proteins regulate different facets of spermatogenesis, such as the germ cell cycle, spermatogonial proliferation and renewal, germ cell apoptosis, meiosis, cell adhesion, junction restructuring, germ cell migration and other biochemical and morphological events pertinent to spermiogenesis remain unexplored [4].

A variety of different genes are involved in the processes which regulate spermatogenesis, and over 30 markers for different stages of germ cells have been identified in the rodent testis [5]. Rossi *et al.* examined gene expression during the mitotic and meiotic stages of male germ cell differentiation, and grouped the differentially expressed genes (DEGs) into functional clusters [6]. Additionally, other studies have characterized testis cell-specific transcripts and their primary functions in different types of testis cells, such as Leydig cells, Sertoli cells, myoid cells, premeiotic germ cells, meiotic and postmeiotic germ cells [7]. Although these general gene expression patterns are meaningful when the testis is regarded as an entire tissue, detailed characterization of the gene expression patterns which occur at each stage of germ cell differentiation are necessary in order to fully understand the molecular mechanisms of spermatogenesis.

To investigate the genetic mechanisms regulating early spermatogenesis, the global gene expression profiles of type B spermatogonia and primary spermatocytes prior to meiosis were identified using the Solexa/Illumina DGE system, a tag-based massively parallel transcriptome sequencing method on the Illumina platform [8].

## Materials and Methods

### Cell culture

GC-1spg and GC-2spd (ts) cells (ATCC, Manassas, VA, USA) were maintained in DMEM medium containing 10% FBS and 1.5 g/L sodium bicarbonate. GC-1spg cells were created by transformation of 10 day-old mouse type B spermatogonia with pSV3-neo, and have the characteristics of the stage between type B spermatogonia and primary spermatocytes. GC-2spd (ts) cells were created by transformation of 6 week-old mouse spermatocytes with SV40 large T antigen. The cells have lost their differentiation potential, and are currently arrested at a premeiotic stage.

### RNA extraction, library construction and sequencing

Total RNA was extracted from GC-1spg and GC-2spd (ts) cells using TRIzol® (Invitrogen, Carlsbad, CA, USA) and incubated with 10 U DNaseI (Takara, Dalian, China) for 30 min at 37°C to remove genomic DNA. RNA quality and quantity were determined by measuring the 260/280 nm absorbance ratio using a Nanodrop® ND-1000 spectrophotometer (LabTech, Holliston, MA, USA). The samples had an average RNA Integrity Number (RIN) value of 8.9 according to Labon-chip analysis (2100 Bioanalyzer; Agilent Technologies, Santa Clara, CA, USA).

The main reagents and instruments used for RNA library construction and deep sequencing were the Illumina Gene Expression Sample Prep Kit, Illumina Sequencing Chip (flowcell), Illumina Cluster Station and Illumina HiSeq™ 2000 System. Sequence tags were prepared using the Illumina Digital Gene Expression Tag Profiling Kit, according to the manufacturer's protocol. Briefly, mRNA was isolated from 6 mg total RNA using magnetic oligo-beads, oligo(dT)s were used as primers to synthesize first and second-strand cDNA, the 5′ ends of the tags were generated by endonuclease *Nla*III, which recognizes and cuts off the CATG sites. The fragments apart from the 3′ cDNA fragments connected to Oligo(dT) beads are washed away and the Illumina adaptor 1 is ligated to the sticky 5′ end of the digested bead-bound cDNA fragments. The junction of Illumina adaptor 1 and the CATG site is the *Mme*I recognition site, an endonuclease with separate recognition sites and digestion sites. *Mme*I cuts 17 bp downstream of the CATG site, producing tags containing adaptor 1. After removal of the 3′ fragments by magnetic bead precipitation, Illumina adaptor 2 was ligated to the 3′ ends of the tags, generating tags with different adaptors at each end to form a tag library. After 15 cycles of linear PCR amplification, 95 bp fragments were purified by 6% TBE PAGE gel electrophoresis, denatured and the single-chain molecules were fixed onto the Illumina Sequencing Chip (flowcell). Each molecule creates a single-molecule cluster sequencing template through *in situ* amplification. Nucleotides labeled with different colors were used to perform sequencing by the sequencing by synthesis (SBS) method; each tunnel can generate millions of raw reads with a sequencing length of 35 bp.

### Sequencing data analysis

The raw data (tag sequences and counts) were submitted to Gene Expression Omnibus (GEO; series GSE38845). Raw data was filtered to remove adaptor tags, low quality tags and tags with a single copy number. Clean tags were classified according to their copy number (as a percentage of the total number of clean tags) and the saturation of the library was analyzed. All CATG +17-nt tags in each gene, not only the most 3′ tag, were taken as reference tags. A preprocessed database of all possible CATG +17-nt tag sequences was created using *Mus musculus* UniGene cluster sets data downloaded from the NCBI (http://www.ncbi.nlm.nih.gov/UniGene/UGOrg.cgi?TAXID=10090, UniGene Build#18?). To monitor mapping events on both strands, both sense and complementary antisense sequences were included. Information on the position of polyadenylation signals was also collected from the transcript database. All clean tags were aligned to the reference sequences, unambiguous tags were annotated and the clean tag number of each gene was counted.

### Determination of gene expression levels and detection of DEGs

A virtual library contains all of the possible CATG +17 base sequences for the reference gene sequences. All clean tags were mapped to the reference sequences (only 1 bp mismatches were considered), filtered and the remainder of the clean tags were designated as unambiguous clean tags. The number of unambiguous clean tags for each gene was calculated and normalized to the number of transcripts per million clean tags (TPM).

To identify DEGs between type B spermatogonia and primary spermatocytes, the number of raw clean tags in each library was normalized to the TPM to obtain the normalized gene expression level. Identification of DEGs was performed as previously described [9] using a false discovery rate (FDR)≤0.001 and a threshold absolute log_2_-fold change ≥1 for the sequence counts across the libraries.

### DEG gene ontology and pathway functional enrichment analysis

Gene ontology (GO), an international standardized gene functional classification system, offers a dynamic-updated controlled vocabulary and strictly defined concept to comprehensively describe the properties of genes and their products in any organism [10], [11]. GO enrichment analysis of functional significance applies a hypergeometric test to map all DEGs to the GO database, looking for significantly enriched GO terms, compared to the genomic background. Pathway analysis was mainly based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [12]. Two-sided Fisher's exact tests with multiple testing and the χ^2^ test were used to classify the pathway categories. The FDR was used to correct *P* values; only pathway categories where *P*≤0.05 were chosen. Within significant categories, enrichment (Re) was given by: Re∼nf = n Nf = N, where nf is the number of flagged proteins within the particular category, n is the total number of proteins within the same category, Nf is the number of flagged proteins in the protein reference database list and N is the total number of proteins in the gene reference database list.

### Quantitative real-time PCR analysis

The same independent RNA extractions from GC-1spg and GC-2spd (ts) cells were used for qPCR analysis. The qPCR analysis was performed using the Lightcycler480 (Roche, Basel, Switzerland) with SYBR-Green detection (SYBR PrimeScript RT PCR Kit, TaKaRa) according to the manufacturer's instructions. Each cDNA was analyzed in triplicate, the average threshold cycle (C_t_) was calculated for each sample using the 2^−ΔΔCt^ method, normalized to β-actin and expressed relative to spermatogonia.

### ELISA

GC-1spg and GC-2spd (ts) cells were seeded into a 24-well plate at 8×10^4^ cells/plate. After 48 hours, the medium of the cells in each well were harvested and analyzed for the WNT10A and FGF7 expression level by enzyme-linked immunosorbent assay (ELISA) using mouse WNT10A (CSB-EL026129MO, CUSABIO, China) and FGF7 (EIA-3481, Quantikine, China) ELISA kit following the manufacturer-provided protocol. The Wilcoxon signed rank test was used for comparing paired data. Two-sided *P* values less than 0.05 were considered statistically significant.

### Western blotting

Cultured GC-1spg and GC-2spd (ts) cells were harvested in protein sample buffer. 30 µg of total proteins was loaded in each lane in SDS-PAGE for Western blotting. The antibodies used in Western blotting were RAC (ab13048, Abcam, USA), SFRP2 (12189-1-AP, Proteintech, USA), FGF13 (13201-1-AP, Proteintech,USA) and β-actin (A-4700, Sigma, USA).

## Results

### Analysis of DGE libraries

The major characteristics of the GC-1spg and GC-2spd (ts) tag libraries are summarized in Table 1. 

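DGE tag profiling counts short tags taken from the 3′ side of polyadenylated transcripts. *Nla*III cuts the cDNA at CATG sites, and *Mme*I then releases a tag made of CATG and the 17 bases that follow it, 21 bases in all. GC-1spg is a mouse cell line made from type B spermatogonia with the plasmid pSV3-neo, and GC-2spd (ts) is a mouse cell line made from spermatocytes with the SV40 large T antigen. 1 library was sequenced per cell line, so no difference between the lines has a replicate check, and every test compares those 2 libraries, not the conditions. For each library the authors deposited the tag sequences with their copy numbers and the same values as TPM, after adaptor tags, low quality tags and single copy tags had been removed. The copy numbers add up to 5072149 tags for GC-1spg and 4726808 tags for GC-2spd (ts). The smallest copy number listed is 2 in both, and 1 copy is worth 0.197 TPM in GC-1spg and 0.212 TPM in GC-2spd (ts). The tags were matched here to all CATG+17 tags of the mouse transcripts of GENCODE release M21, which is built on the genome GRCm38, with at most 1 mismatch and with exact matches taken first. The UniGene clusters that the authors matched to were not used here. A tag was unambiguous when all its best matches belonged to 1 gene, and the unambiguous sense tags of each gene were summed and divided by the total number of clean tags. Genes were called with the two-sided Audic-Claverie test at a Benjamini-Hochberg false discovery rate (FDR) of at most 0.001 and an absolute log2 ratio of at least 1, which are the thresholds of the paper, whose text does not name its test. A gene with no listed tag was set to 0.01 TPM in the log2 ratio, as in the tables of the paper. Ratios between listed genes carry an exact 95% interval. A gene with no listed tag can still have had single copies, so a fold against it is given as a lower bound, set against the one-sided 95% Poisson limit that allows 1 unlisted copy for each of its tags in the other library. Intervals and limits cover counting error only, since PCR copies of 1 molecule cannot be separated.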

Approximately 5.26 million sequence tags were obtained per library, with 386,405 distinct tag sequences. Prior to mapping, the adaptor tags, low quality tags and single copy tags were filtered, producing approximately 4.9 million clean sequence tags per library with 119,914 distinct clean tag sequences (Table 1). The GC-1spg library had higher number of total sequence tags and distinct sequence tags, a higher ratio of distinct tags to total tags and lower percentage of distinct clean high copy number tags than the GC-2spd (ts) library. 

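The GC-1spg library listed 121656 distinct clean tags and the GC-2spd (ts) library 118173, and 67860 tags were in both. Distinct tags made up 2.40% of the clean tags in GC-1spg and 2.50% in GC-2spd (ts). A distinct tag had 41.7 copies on average in GC-1spg and 40.0 in GC-2spd (ts). More than 100 copies were listed for 6695 tags in GC-1spg, 5.50% of its distinct tags, and for 6884 tags in GC-2spd (ts), 5.83% of its distinct tags. The most abundant tag had 115739 copies in GC-1spg and 89805 in GC-2spd (ts), and the 10 most abundant tags took 7.82% and 6.63% of the clean tags, respectively.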

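The expected number of distinct clean tags in a random subset of each library was computed exactly from the copy numbers (hypergeometric rarefaction). In GC-1spg, 1000000 tags held 75614 distinct tags, 2000000 held 100133, 3000000 held 113140 and 4000000 held 119616. In GC-2spd (ts), the same depths held 75103, 99113, 111487 and 117107 distinct tags. The last 1000000 tags of each library added 1762 distinct tags in GC-1spg and 2072 in GC-2spd (ts).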

Saturation analysis indicated that the number of emerging new, distinct tags reduced as the number of total sequence tags increased, when the number of sequencing tags was large enough. 

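A random 3000000 of the clean tags held 93.0% of the distinct tags listed for GC-1spg and 94.3% of those listed for GC-2spd (ts). These curves leave out the single copy tags, which were filtered before the files were made. With the single copy tags of Table 1 added back, 3000000 tags held 69.4% and 70.4% of the distinct tags, and the last 1000000 tags added 42665 distinct tags in GC-1spg and 54335 in GC-2spd (ts).

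**Figure D1:**
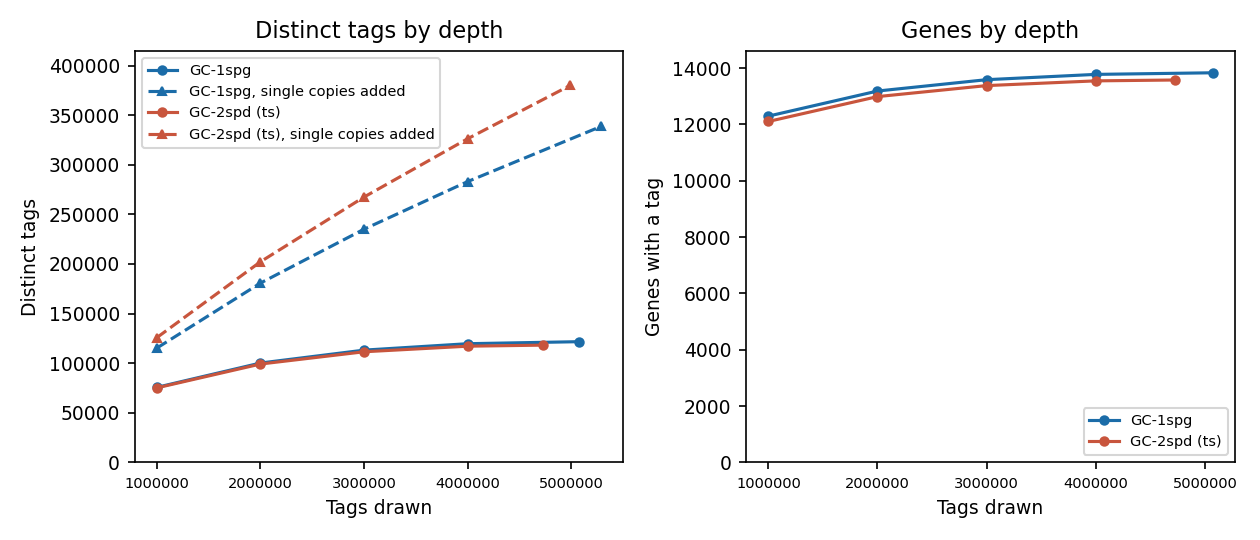
Expected number of distinct tags (left) and of genes with an unambiguous sense or antisense tag (right) against the number of tags drawn, for GC-1spg and GC-2spd (ts); points are depths of 1000000 to 4000000 tags and the full library, and dashed lines have the single copy tags added back. At full depth the solid lines reach 121656 and 118173 distinct tags, and 13831 and 13575 genes.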

When the number of sequenced tags reached 3 million, the library capacity approached saturation (Figure S1-a, b).

**Table 1:** GC-1spg and GC-2spd (ts) DGE library analysis.

	GC-1spg		GC-2spd (ts)	
	Distinct Tag	Total Tag	Distinct Tag	Total Tag
Raw Data	364,298	5,403,320	408,513	5,110,154
Tags Containing N	9,325	21,545	9,200	19,448
Adaptors	16,188	92,497	19,312	102,070
Tag CopyNum<2	217,129	217,129	261,828	261,828
Clean Tag	121,656	5,072,149	118,173	4,726,808
CopyNum> = 2	121,656	5,072,149	118,173	4,726,808
CopyNum>5	45,484	4,861,399	43,294	4,522,513
CopyNum>10	29,703	4,741,945	28,645	4,412,278
CopyNum>20	19,544	4,594,001	19,037	4,271,630
CopyNum>50	11,071	4,322,335	11,046	4,015,259
CopyNum>100	6,695	4,009,298	6,884	3,717,863

Major characteristics of the digital gene expression (DGE) tag libraries generated from mouse GC-1spg and GC-2spd (ts).

### Analysis of tag mapping

A virtual reference tag database, including 78,324 sequences from the *Mus musculus* Unigene database, was generated for tag mapping. All CATG+17 tags in each gene were used as reference tags, not only the most 3′ CATG+17 tag, generating 475,278 reference tag sequences with 446,311 unambiguous tag sequences. The tag sequences were mapped to the reference tag database, allowing one mismatch per alignment to account for polymorphisms. 

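The reference built here held 141767 transcripts of 55450 genes, which gave 573182 sense CATG+17 tags, 552474 of them found in 1 gene only. Sense and antisense matches together covered 73.2% of the distinct clean tags of GC-1spg (exact 95% interval 72.9 to 73.4) and 74.0% of those of GC-2spd (ts) (73.7 to 74.2). Unambiguous matches made up 62.3% and 62.6% of the distinct tags, and 26.9% and 26.0% matched no transcript. Unambiguous sense tags numbered 49527 in GC-1spg and 49457 in GC-2spd (ts), which held 54.7% and 57.9% of all clean tags. Exact matching moved the matched share most, to 61.1% in GC-1spg and 62.4% in GC-2spd (ts).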

The 66.45% and 66.99% of the distinct clean tags from GC-1spg and GC-2spd (ts) libraries mapped to the Unigene virtual tag database, 51.70% and 52.14% of the distinct clean tags mapped unambiguously and 10.02% and 10.31% of the distinct clean tags did not map to the Unigene virtual tag database, respectively (Table 2). 

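The tags that matched no transcript were mostly rare ones. They held 9.59% of all clean tags in GC-1spg and 8.77% in GC-2spd (ts). When each transcript was extended by a poly(A) tail, an alternative chosen after seeing the data, the unmatched share of all clean tags was 4.77% and 4.06%. Allowing 1 inserted or deleted base, also chosen after seeing the data, left 8.98% and 8.34% unmatched.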

The occurrence of unknown tags is probably due to the incompleteness of mouse genome sequencing data. Most Solexa tags matched to the first or second 3′ CATG site in high-confidence transcripts (Figure S2-a, b).

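For each unambiguous sense tag, the CATG site was counted from the 3′ end of the transcript, and the smallest number among the transcripts of the gene was taken. The first site held 48.9% of these tags in GC-1spg and 48.7% in GC-2spd (ts), and the second held 11.4% and 11.1%. Together both sites held 60.2% (exact 95% interval 59.8 to 60.7) and 59.8% (59.3 to 60.2). Sites 5 and beyond held 27.6% and 28.1%. Counting the site in the longest transcript of each gene moved these shares most, to 34.0% and 33.5% for the first and second site, while weighting each tag by its copy number gave 84.8% and 85.3%.

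**Figure D2:**
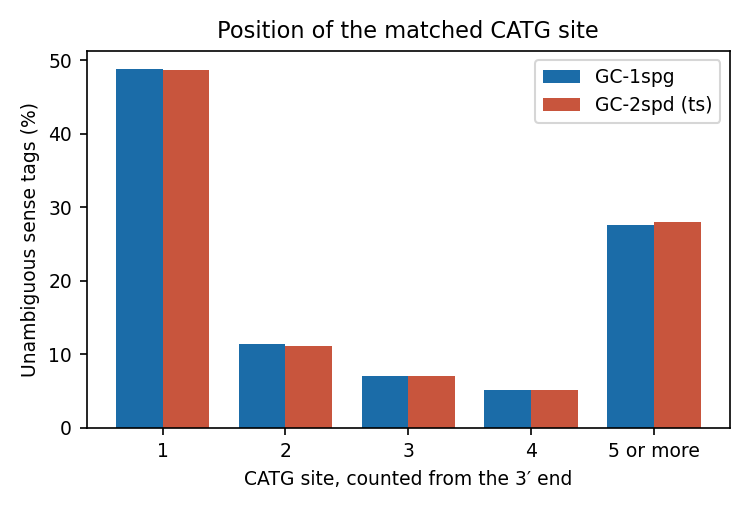
Share of the unambiguous sense tags (percent of distinct tags, bars) whose CATG site is number 1, 2, 3, 4, or 5 and beyond from the 3′ end, in GC-1spg and GC-2spd (ts). The first site holds 48.9% and 48.7%.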

**Table 2:** Statistics of GC-1spg and GC-2spd (ts) DGE mapping results.

	GC-1spg			GC-2spd (ts)		
Category	DT	TT	Gene	DT	TT	Gene
SG^a^ Tags	56,913	3,926,734	26,604	56,785	3,662,908	26,426
SG^a^ Unambiguous Tags	43,844	2,135,420	16,572	43,863	2,114,111	16,218
ASG^b^ Tags	23,927	439,673	14,531	22,380	392,549	13,922
ASG^b^ Unambiguous Tags	19,051	313,536	9,765	17,747	284,644	9,231
AG^c^ Tags	80,840	4,366,407	28,947	79,165	4,055,457	28,749
AG^c^ Unambiguous Tags	62,895	2,448,956	18,469	61,610	2,398,755	18,081
Unknown Tag	12,187	234,513	0	12,180	211,332	0

Overview of tags mapping to the Unigene database in the digital gene expression (DGE) tag libraries generated from mouse GC-1spg and GC-2spd (ts).

a Sense Gene,

b Anti-Sense Gene,

c Sense & Anti-Senese.

To analyze the depth of transcriptome sampling, the rate of increase in the number of genes (sense+antisense strand) identified as the size of the libraries increased was studied. 

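At full depth, 13831 genes had at least 1 unambiguous sense or antisense tag in GC-1spg and 13575 in GC-2spd (ts). In random subsets of 2000000 clean tags, 13183 and 12985 genes were expected, which is 95.3% and 95.7% of those totals. Another 648 genes in GC-1spg and 590 in GC-2spd (ts) were gained from there to the full depth. With sense tags only, 2000000 tags held 95.7% and 96.1% of the genes. At 3000000 tags the shares for both strands were 98.2% and 98.5%.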

When the library size reached two million tags, the number of identified expressed genes did not increase for either total or unambiguous tags (Figure S1-a, b), demonstrating that the capacity of the libraries approached saturation.

### Detection of differentially expressed genes by DGE and validation by qPCR

A total of 2,823 genes were identified as DEGs during the transformation from type B spermatogonia to primary spermatocytes; 1,651 genes were up-regulated and 1,172 genes were down-regulated in primary spermatocytes compared to type B spermatogonia (Figure 1; Table S1). 

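Of the 14450 genes with an unambiguous sense tag in either library, 2817 passed both thresholds. Among these, 1684 genes were higher in GC-2spd (ts) and 1133 were lower, so that 59.8% were higher. Scaling by TMM, edgeR's trimmed mean of M values, lowered the log2 ratios of genes listed in both libraries by 0.17 and called 1292 genes higher and 1443 lower, which is 47.2% higher. Of the 2817 genes, 392 were no longer called under TMM. The largest change came from assuming a spread between cultures: edgeR's exact test with a biological coefficient of variation (BCV) of 0.4 called 108 genes higher and 136 lower. A BCV of 0.1 left 2355 calls, and a single library per cell line gives no estimate of its true value. In counts simulated for 14257 genes with counting noise only, the Audic-Claverie test recovered 99.5% of 200 genes changed 4-fold and called 0 unchanged genes. When a BCV of 0.2 between cultures was simulated for 14229 genes, it called 192 unchanged genes. The 200 changed genes were drawn only from genes above a minimum expected count and were raised in 1 library. The recovery therefore does not cover genes with few tags.

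**Figure D3:**
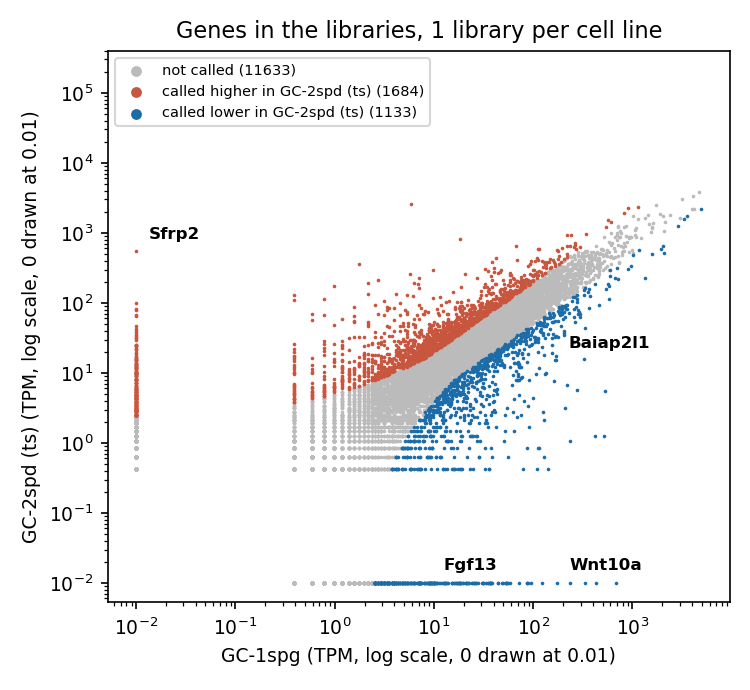
Expression of each gene in GC-1spg (horizontal axis) and GC-2spd (ts) (vertical axis) in TPM on log scales, 1 library per cell line, with genes at 0 drawn at 0.01; points are genes, coloured by call. The 1684 genes called higher in GC-2spd (ts), with Sfrp2, lie above the band of uncalled genes, and the 1133 called lower, with Wnt10a, Baiap2l1 and Fgf13, lie below it.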

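*Sfrp2* had 0 listed tags in GC-1spg and 2601 in GC-2spd (ts), or 550 TPM, at least 115-fold higher. *Hspa1b* had 0 and 378 tags, at least 52.3-fold higher in GC-2spd (ts). *Hspa1b* lies on chromosome 17 of GRCm38 from 34956436 to 34959238 on the minus strand, and its main tag CATGTCTACACTGCCACCCTG, with 336 copies, is in the 3′ UTR from 34956514 to 34956534. Tags found in more than 1 gene were left out, so any tag that *Hspa1b* shares with its close copy *Hspa1a* is not in these counts. In the other direction, *Wnt10a* had 885 tags in GC-1spg and 0 in GC-2spd (ts), at least 90.1-fold lower in GC-2spd (ts). *Fgf5* fell from 1201 tags, or 237 TPM, to 0, at least 94.5-fold lower. *Fgf5* lies on chromosome 5 from 98254184 to 98277030 on the plus strand, with its main tag CATGGTCAAAAATACTTCTAC, listed 864 times in GC-1spg, in the 3′ UTR of exon 3 from 98276689 to 98276709.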

Some genes are significantly differentially expressed between the two kinds of cell type, such as *Sfrp2, Hspa1b, Wnt10a*, *Fgf5* and so on, which look like transcriptional switch on and off (Table S2). To validate if DGE results are reliable, we have done qPCR analysis for 15 representative differentially expressed genes of different expression levels. 

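Among the genes also measured by qPCR, *Pdgfrb* had 0 listed tags in GC-1spg and 84 in GC-2spd (ts), at least 8.57-fold higher, and *Prickle3* had 0 and 19, at least 4.30-fold higher. *Fgf7* had 3 and 78 tags, a log2 ratio of 4.80 (exact 95% interval 3.20 to 7.11). The log2 ratio was 4.20 for *Ccl5*, with 9 and 154 tags, and 3.48 for *Cntln*, with 12 and 125 tags. *Notch1* rested on 6 copies of the tag CATGCCGTCCCAGATCACCCA in GC-2spd (ts), in the coding sequence of exon 34 on chromosome 2 from 26459553 to 26459573. With 0 tags in GC-1spg it was at least 1.36-fold higher and did not pass the FDR threshold. On the lower side, *Itgb7* had 165 tags in GC-1spg and 9 in GC-2spd (ts), a log2 ratio of -4.10 (-5.25 to -3.14), and *Cxcl1* had 1112 and 32, a log2 ratio of -5.02 (-5.57 to -4.51). *Bcl2l15* had 10 and 0 tags, at least 1.48-fold lower, and did not pass the FDR threshold either. All 15 genes had the direction given in Table S2, and 13 passed both thresholds. Under a rule of preferred sense matches, chosen after seeing the data, *Notch1* had 117 tags and was called. The rule takes a sense match over an antisense match, even where the antisense match is exact and the sense match has 1 mismatch.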

Solexa sequencing indicated that *Sfrp2, Hspa1b, Notch1, Pdgfrb, Prickle3, Fgf7, Ccl5* and *Cntln* were up-regulated and *Baiap2l1, Itgb7, Cxcl1, Fgf13, Bcl2l15, Wnt10a, Fgf5* were down-regulated in GC-2spd (ts) compared with GC-1spg. The qPCR results (Table S2) indicated that the expression fold change detected by DGE and qPCR was highly correlated (r^2^ = 0.857) (Figure 2). 

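Across the 15 genes, the squared Pearson correlation between the log2 ratio of TPM computed here and the Delta-Delta Ct value of Table S2, with the sign listed there, was 0.866. Genes are not replicates, so no p-value was computed. With the TPM that the paper lists in Table S2, the same calculation gave 0.857. The log2 ratio of each gene unlisted in 1 library depends on the 0.01 TPM put in its place. Adding 0.5 tags to both counts gave 0.917, and the 6 genes listed in both libraries gave 0.955. Within the 8 higher genes alone the value was 0.189, the largest change, and within the 7 lower genes it was 0.811. *Actb*, to which the qPCR was normalized, had 5827 tags in GC-1spg and 11065 in GC-2spd (ts), a log2 ratio of 1.03 (exact 95% interval 0.98 to 1.07), which was 0.85 under TMM, below the threshold of 1.

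**Figure D4:**
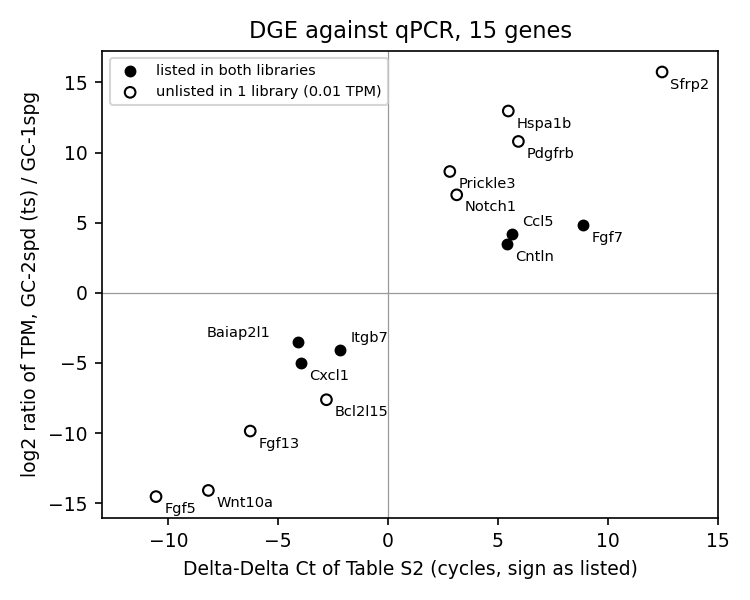
log2 ratio of TPM (GC-2spd (ts) over GC-1spg, vertical axis) against the Delta-Delta Ct of Table S2 in cycles, with the sign listed there (horizontal axis), for 15 genes; filled points are the 6 genes listed in both libraries, open points have 0.01 TPM in 1 library. All 15 points lie in the upper right or the lower left quadrant.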

The qPCR validation results confirmed the accuracy and reliability of the expression changes detected by DGE analysis, which means that we can make reasonable deduction from the DEGs functional enrichment analysis.

**Figure 1:**
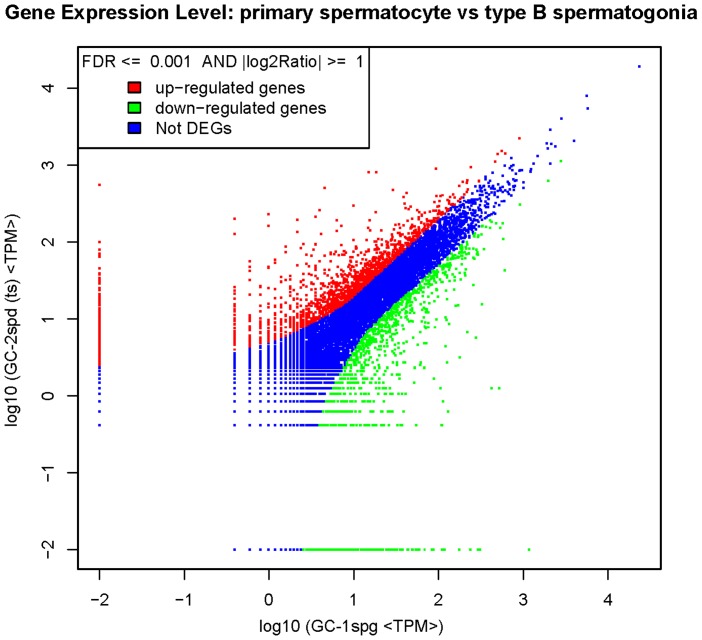
Scatter plot indicates the comparing results of log transformed gene expression levels and differentially expressed genes' distribution between GC-1spg and GC-2spd (ts).

**Figure 2:**
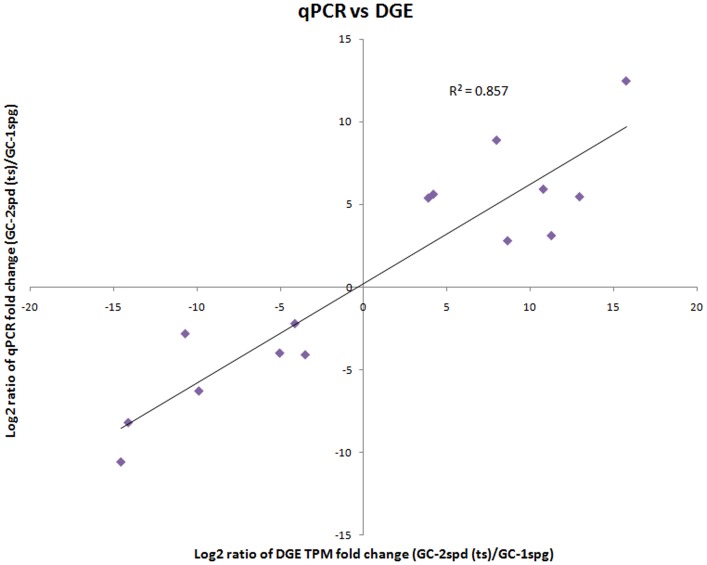
Correlation between the expression fold change level of 15 randomly selected differently expressed genes between GC-1spg and GC-2spd (ts). The selected genes cover different expression levels of both up- and down-regulated genes defined by digital gene expression, and the fold change level validated by qPCR. Gene expression levels are presented at the normalized gene expression levels in primary spermatocytes, relative to type B spermatogonia.

### Functional enrichment analysis of differentially expressed genes

GO and pathway analysis were performed to characterize the function of the DEGs associated with the transition from type B spermatogonia to primary spermatocytes based on the annotation data of GO and KEGG databases using two-sided Fisher's exact tests. A variety of signaling pathways including regulation of focal adhesions dynamic (Figure 3), Wnt signaling transduction (Figure 4), MAPK signaling transduction (Figure 5), actin cytoskeleton dynamic (Figure 6), cytokine-cytokine receptor interactions, tight junctions and adherens junctions were significantly affected (Table 3, Figure S3). 

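Table S2 lists 457 gene symbols in the 23 pathways, 257 higher and 200 lower in GC-2spd (ts) by the paper's values. Of these symbols, 443 had a tag in either library here, 436 moved in the direction of the table and 389 passed both thresholds in that direction. An assumed BCV of 0.4 in edgeR's exact test moved this last number most, to 43, and TMM scaling gave 359. In the MAPK signaling pathway, 58 of the 61 genes were listed and 50 were called in the direction of the table. For the regulation of actin cytoskeleton, 76 of 78 were listed and 66 called. Tight junction genes were called in 48 cases of 57, adherens junction genes in 32 of 41 and genes of cytokine-cytokine receptor interaction in 42 of 46. The enrichment itself was not analysed here, since the pathway database was not used.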

Relationships were observed between different enriched pathways associated with the transition from GC-1spg to GC-2spd (ts). 

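Of the 3 mouse genes *Rac1*, *Rac2* and *Rac3*, *Rac1* was the most abundant. *Rac1* had 614 tags in GC-1spg and 787 in GC-2spd (ts), or 121 and 166 TPM, a log2 ratio of 0.46 (exact 95% interval 0.31 to 0.61). It was not called, and the ratio was 0.29 under TMM. With preferred sense matches, chosen after seeing the data, *Rac1* had 1616 and 2620 tags, a log2 ratio of 0.80 (0.71 to 0.89), and was not called. *Rac2* had no listed tag in either library. *Rac3* had 51 tags in GC-1spg and 7 in GC-2spd (ts), or 10.1 and 1.48 TPM, a log2 ratio of -2.76 (-4.15 to -1.62), and was called lower. An assumed BCV of 0.4 in edgeR's exact test removed the call of *Rac3*.

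**Figure D5:**
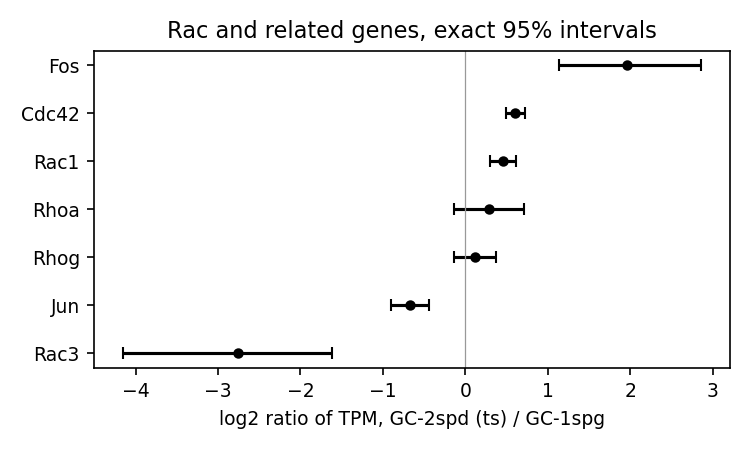
log2 ratio of TPM (GC-2spd (ts) over GC-1spg, horizontal axis) of Rac1, Rac3, Rhoa, Rhog, Cdc42, Fos and Jun from 1 library per cell line; bars are exact 95% intervals that cover counting error only. Rac3 lies at -2.76 and Rac1 at 0.46, and Rhog, at 0.12, moves to -0.055 under TMM.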

The down-regulated gene *Rac* is involved in 8 of 23 enriched pathways (Table 3), which means that it may be the regulatory node of the differentiation process from GC-1spg to GC-2spd (ts). 

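For the focal adhesion pathway, Table S2 names 87 genes, 49 higher and 38 lower in GC-2spd (ts) by the paper's values. Here 85 of them were listed, 84 moved in the direction of the table and 76 were called in that direction. For the Wnt signaling pathway, 44 of its 45 genes were listed, 43 moved in the direction of the table and 39 were called. Under TMM, 69 focal adhesion genes were called in the direction of the table and 1, *Pcf11*, in the other.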

Focal adhesion pathway (Figure 3, Table S1) was the most significantly enriched (Table 3), and Wnt related signaling pathway which can be divided into the canonical pathway and non-canonical pathway was also associated with the transition (Figure 4).

**Figure 3:**
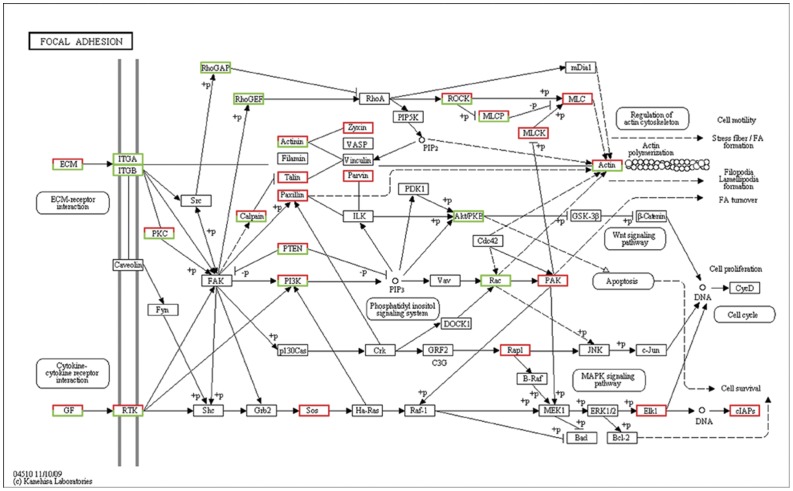
Differentially expressed genes involved in the focal adhesion signaling pathway during early spermatogenesis. Genes up-regulated and down-regulated during the development process from GC-1spg to GC-2spd (ts) are marked in red and green, respectively.

**Figure 4:**
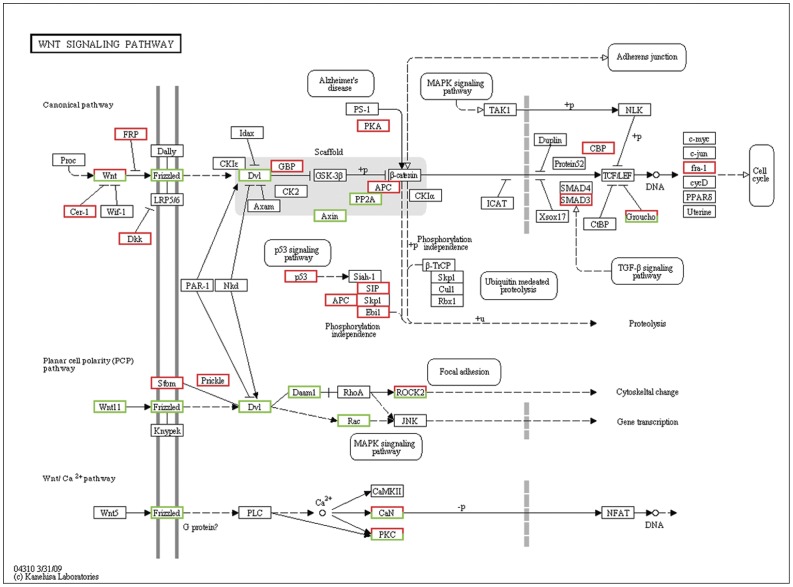
Differentially expressed genes involved in Wnt signaling pathway during early spermatogenesis. Genes up-regulated and down-regulated during the development process from GC-1spg to GC-2spd (ts) are marked in red and green, respectively.

**Figure 5:**
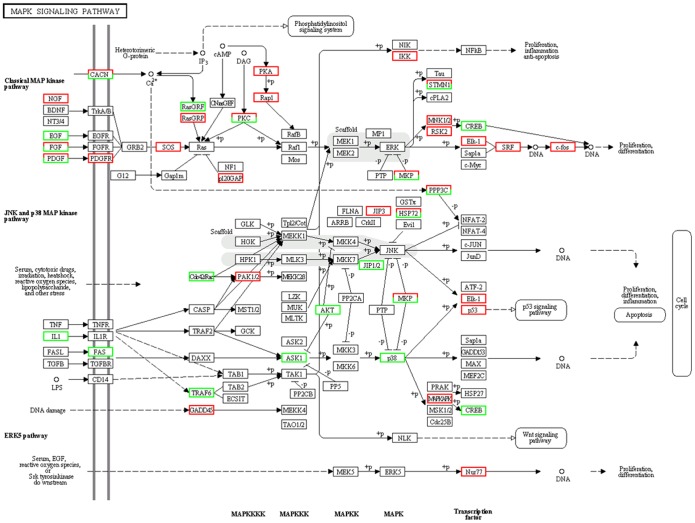
Differentially expressed genes involved in MAPK signaling pathway during early spermatogenesis. Genes up-regulated and down-regulated during the development process from GC-1spg to GC-2spd (ts) are marked in red and green, respectively.

**Figure 6:**
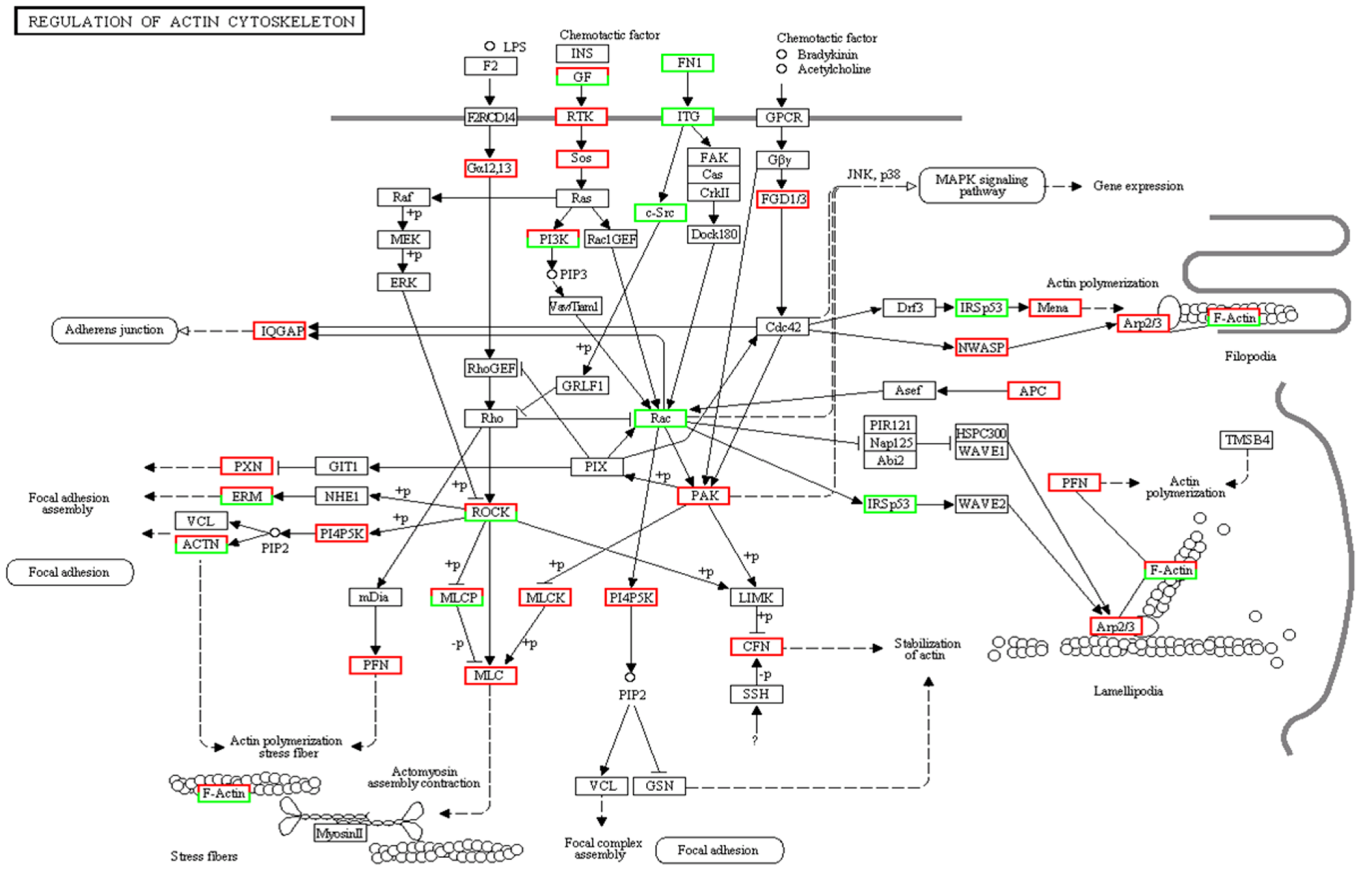
Differentially expressed genes involved in the regulation of action cytoskeleton pathway during early spermatogenesis. Genes up-regulated and down-regulated during the development process from GC-1spg to GC-2spd (ts) are marked in red and green, respectively.

**Table 3:** Functional enriched pathways of differentially expressed genes.

Enriched pathway	P-value	Q-value	*Rac* *
Focal adhesion	1.39E-10	2.81E-08	Yes
Pathways in cancer	2.53E-09	2.56E-07	Yes
Regulation of actin cytoskeleton	7.53E-06	4.33E-04	Yes
Axon guidance	8.69E-06	4.33E-04	Yes
Hedgehog signaling pathway	1.07E-05	4.33E-04	No
p53 signaling pathway	1.43E-05	4.82E-04	No
ECM-receptor interaction	2.72E-05	7.85E-04	No
Apoptosis	4.02E-05	1.02E-03	No
Small cell lung cancer	8.93E-05	2.00E-03	No
Wnt signaling pathway	0.000167814	3.39E-03	Yes
Chemokine signaling pathway	0.000184758	3.39E-03	No
Melanoma	0.000373506	5.85E-03	No
Basal cell carcinoma	0.000376317	5.85E-03	No
Notch signaling pathway	0.000886656	1.28E-02	No
Dorso-ventral axis formation	0.001329788	1.79E-02	No
Cytokine-cytokine receptor interaction	0.001977997	2.42E-02	No
Lysosome	0.00203415	2.42E-02	No
Pancreatic cancer	0.00265948	2.96E-02	Yes
Tight junction	0.002786753	2.96E-02	No
Melanogenesis	0.003778263	3.68E-02	No
MAPK signaling pathway	0.003923015	3.68E-02	Yes
Adherens junction	0.004009564	3.68E-02	Yes
Prion diseases	0.005680357	4.99E-02	No

Significantly enriched signaling pathways for the differentially expressed genes in the digital gene expression (DGE) tag libraries generated from mouse GC-1spg and GC-2spd (ts).

* If Rac is involved in the pathway.

### Detection of protein expression level of candidate marker genes

According to the results of DGE, we chose several vital genes which may play crucial role in regulating or modulating focal adhesion pathway, Wnt signaling pathway, regulation of actin cytoskeleton and MAPK signaling pathway to detect the protein expression levels. Among them, SFRP2, FGF13 and RAC were detected by Western blotting, and WNT10A & FGF7 by ELISA. Western blotting analysis confirmed weakly higher protein levels of RAC, significantly higher level of FGF13 and lower level of SFRP2 in GC-1spg cell than GC-2spd (ts) cell, which were consistent with the RNA level difference detected by DGE (Figure 7A, Table S2). ELISA analysis confirmed the higher protein expression levels of WNT10A and lower levels of FGF7 in GC-1spg (*p*<0.05), which were also consistent with the RNA level detected by DGE and qPCR (Figure 7B).

**Figure 7:**
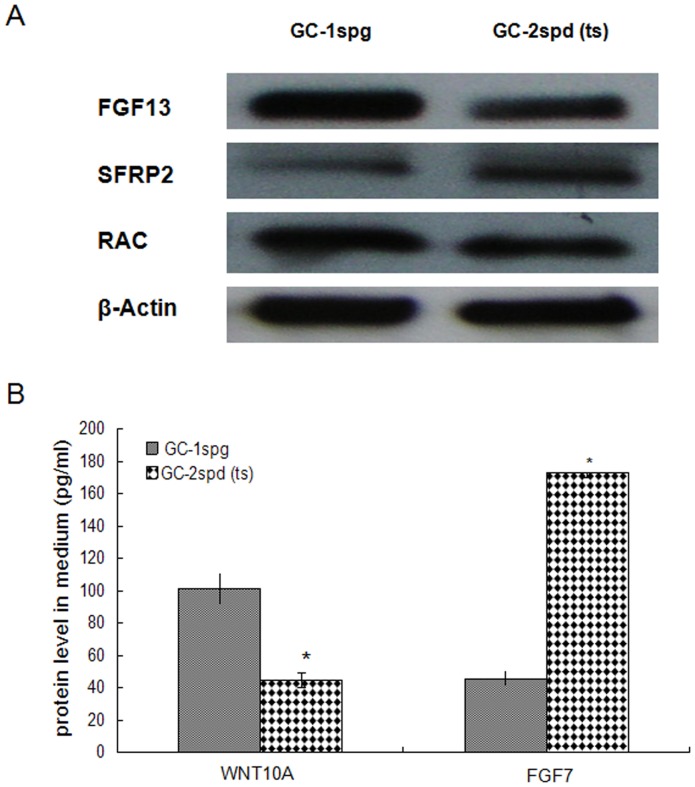
Protein levels of FGF13, SFRP2, RAC, WNT10A and FGF7. (A) Protein levels of FGF13, SFRP2 and RAC in GC-1spg and GC-2spd (ts) cells were detected by western blotting respectively. β-Actin were used to normalize the individual expression levels. (B) Protein level of WNT10A and FGF7 in the medium supernatants from GC-1spg and GC-2spd (ts) cells were determined by ELISA. The data are presented as the mean plus SEM from a representative of three independent experiments, with each performed in triplicate. Statistically significant differences between GC-1spg and GC-2spd (ts) cells are indicated above the bars: * means P<0.05.

## Discussion

The basement membrane and Sertoli cells which line the seminiferous epithelium of adult mammalian testes are in close contact with germ cells at different stages of development [13]. It plays a significant role in regulating the process of spermatogenesis and maintaining the integrity of the blood-testis barrier (BTB) [14], [15]. Recent studies have elucidated the pivotal role of the basement membrane in supporting Sertoli cell and germ cell function in the seminiferous epithelium [16]. Preleptotene spermatocytes differentiated from type B spermatogonia residing at the basal compartment must traverse the blood-testis barrier (BTB) to enter the adluminal compartment to prepare for meiosis [17], so cell movement is indispensable to spermatogenesis. In this study, DEGs functional enrichment analysis shows that the mainly enriched pathways during the early spermatogenesis are strongly related to the dynamic of junction or adhesion such as focal adhesions and regulation of actin cytoskeleton (Figure 3,6), and these signals are translocated to the nucleus where they phosphorylate transcription factors, thereby regulating Wnt- and MAPK-target genes (Figure 4,5).

### Variation of biological pathways during the early spermatogenesis

The junction status and shape of spermatogonia and spermatocytes are significantly different. The translocation of germ cells across the seminiferous epithelium during spermatogenesis requires extensive restructuring of the cell junctions at the Sertoli-germ interface [4], [18]. It is understandable that focal adhesion is the most significantly enriched (Table 3). Focal adhesion can sense ECM, cell surface, physiological stress and mechanical stress through integrin, caveolin and RTK [19], [20], [21]. The responses of this pathway include cell growth or death, cell motility, cytoskeleton reorganization and gene expression [21]. In our study, the down-regulated *ITGA* and *ITGB* in GC-2spd (ts) in combination with the down-regulated *RhoGAP*, *RhoGEF*, *Rac* and up-regulated *MLC* and *PAK* finally lead to the regulation of actin cytoskeleton. 

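Of 12 listed integrin α genes, *Itga2b*, *Itga3*, *Itga6* and *Itga7* were called lower in GC-2spd (ts) and 0 were called higher. *Itga3* had 387 tags in GC-1spg and 92 in GC-2spd (ts), and *Itga7* had 351 and 11. Among 7 integrin β genes, *Itgb3*, *Itgb4* and *Itgb7* were called lower, and *Itgb1*, with 929 and 2194 tags, was called higher. These integrin calls held under TMM and under scaling to unambiguous sense tags, while *Itgb4* was no longer called with the CATG site nearest the 3′ end, with the longest transcript or with preferred sense matches, the last chosen after seeing the data. Of 28 listed *Arhgap* genes, which encode RhoGAPs, 5 were called higher (*Arhgap10*, *Arhgap19*, *Arhgap24*, *Arhgap31* and *Arhgap42*) and 2 lower (*Arhgap27* and *Arhgap45*). TMM left 4 higher and 3 lower, and scaling to unambiguous sense tags gave 5 higher and 3 lower. With only the CATG site nearest the 3′ end, *Arhgap10*, *Arhgap24* and *Arhgap42* were no longer called, while *Arhgap22* and *Arhgap26* were called higher. Of 23 *Arhgef* genes, which encode RhoGEFs, *Arhgef10l*, *Arhgef18* and *Arhgef40* were called higher and *Arhgef15* and *Arhgef28* lower under all 3 scalings. Myosin light chains and their kinases gave 9 listed genes, of which *Myl9*, *Myl12a*, *Myl6b* and *Mylk* were called higher and *Myl7* lower, and *Myl6b* was no longer called under either other scaling. *Myl9* had 17 tags in GC-1spg and 419 in GC-2spd (ts). Of 5 *Pak* genes, *Pak1* was called higher, with 89 and 274 tags, and *Pak4* was called lower under TMM and under scaling to unambiguous sense tags.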

Once the dynamic of actin cytoskeleton change, the cell will migrate and move towards the adluminal compartment to prepare for meiosis.

Wnt/Frizzled signaling pathway controls developmental, physiological, and pathological processes. This aspect of Wnt signaling is comprised of a number of signaling branches that are subsequently integrated into the regulation of actin cytoskeleton during cell polarization and cell migration [22], [23]. Rho family of small GTPases (Rac and Rho) are required for non-canonical Wnt signaling pathway [24], which was affected during the transition from type B spermatogonia to primary spermatocytes.

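*Cdc42* had 1064 tags in GC-1spg and 1510 in GC-2spd (ts), a log2 ratio of 0.61 (exact 95% interval 0.49 to 0.72), below the threshold of 1. *Rhoa* had 88 and 100 tags, with a log2 ratio of 0.29 whose interval of -0.14 to 0.72 includes 0. With preferred sense matches, chosen after seeing the data, *Rhoa* had 1437 and 2549 tags and a log2 ratio of 0.93, and it was not called either. The log2 ratio of *Rhog* was 0.12 (-0.14 to 0.37) with 258 and 261 tags, and it turned to -0.055 under TMM. Of 13 listed *Wnt* genes, *Wnt5a*, *Wnt7a* and *Wnt10b* were called higher in GC-2spd (ts), and *Wnt4*, *Wnt6*, *Wnt9a*, *Wnt10a* and *Wnt11* lower, under all 3 scalings. *Wnt4* was no longer called with only the CATG site nearest the 3′ end. *Wnt5a* had 71 tags in GC-1spg and 153 in GC-2spd (ts), and *Wnt11* had 77 and 2.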

MAPK signaling pathway is a basic signal transduction pathway that couples intracellular responses to the binding of growth factors to cell surface receptors, which regulates cell proliferation, survival, differentiation and apoptosis [25]. MAPK signaling pathway is composed of three different major signaling pathways—classical MAP kinase pathway, JNK and p38 MAP kinase pathway and ERK5 pathway [26]. In our studies, the classical MAP kinase pathway was activated by some up- or down- regulated *FGFs* such as *FGF13*, *FGF5* and *FGF7*. 

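Of 9 listed *Fgf* genes, *Fgf2* and *Fgf7* were called higher in GC-2spd (ts), and *Fgf5*, *Fgf10*, *Fgf11*, *Fgf13* and *Fgf18* lower, under all 3 scalings. *Fgf2* had 5 tags in GC-1spg and 30 in GC-2spd (ts), *Fgf10* had 71 and 5, *Fgf11* had 14 and 0, and *Fgf18* had 15 and 0. The main tag of *Fgf7*, CATGCTTATTTCCCTCTGTGA, with 3 and 55 copies, lies in the 3′ UTR of exon 3 on chromosome 2 from 126090416 to 126090436. All 9 genes together had 1360 tags in GC-1spg and 115 in GC-2spd (ts), with 1201 of the GC-1spg tags from *Fgf5*.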

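*Hras* and *Nras* were higher in GC-2spd (ts) under all 3 scalings, and neither was called. *Hras* had 186 tags in GC-1spg and 309 in GC-2spd (ts), a log2 ratio of 0.83, and *Nras* had 631 and 849, a log2 ratio of 0.53. Of 6 listed genes for protein kinase A (PKA), *Prkaca*, *Prkacb*, *Prkar1b* and *Prkar2b* were called higher and 0 lower, and *Prkaca*, with 475 and 952 tags, was no longer called under TMM. With sense and antisense tags together, *Prkacb* was no longer called and *Prkar2a* was called higher. *Fos*, which encodes c-Fos, had 16 tags in GC-1spg and 58 in GC-2spd (ts), a log2 ratio of 1.96 (exact 95% interval 1.14 to 2.86), and was called higher. All its copies came from the tag CATGTGGAAAGTGAATTTGAA, in the 3′ UTR of exon 4 on chromosome 12 from 85477183 to 85477203. *Jun* had 420 and 246 tags, a log2 ratio of -0.67 (-0.90 to -0.44), and was not called.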

The regulation of *Ras* family genes and *PKA* of MAPK downstream signaling pathway will finally lead to the up-regulation of c-Fos in GC-2spd (ts) (Figure 5). In combination with c-Jun which is activated through double phosphorylation by the JNK pathway [27], the two active proteins will form the AP-1 early response transcription factor which can regulate gene expression in response to a variety of stimuli, including cytokines and growth factors [28] and control a number of cellular processes including differentiation, proliferation and apoptosis [29].

Regulation of the dynamic actin cytoskeleton includes signaling to the cytoskeleton through GPCRs, integrins and receptor tyrosine kinases (RTKs) which can lead to diverse effects on the cells activity such as changes in cell shape, migration and proliferation [30]. Dynamic actin coordinated with other signaling pathways such as MAPK and Wnt signaling pathway is required for most cellular actin-dependent processes, Regulation of dynamic actin can result in actin assembly or disassembly at the focal adhesion (Figure 6). Intracellular regulation of the cell's response to external cues occurs through a large number of signaling cascades that include the Rho family of small GTPases (*Rho*, *Rac* and *Cdc42*) and their activators, guanine nucleotide exchange factors (*GEFs*), their downstream protein kinase effectors, including Rho-kinase/ROCK and p21 activated kinase (*PAK*), as well as through direct binding of the GTPases to several actin regulatory proteins [30]. These cascades converge on proteins that directly regulate the behavior and organization of the actin cytoskeleton. It is believed that the transcriptional and post-transcriptional regulation of the genes involved in the regulation of the assembly and disassembly of cell junctions will result in the progressive movement of germ cells from the basal compartment to the adluminal space in order to complete spermatogenesis [31], [32].

Based on the analysis, all these enriched pathways in fact interact with each other, they work as an integrated regulatory network which will finally change global gene expression pattern of type B spermatogonia to promote cell migration, dynamic of junctions and differentiation. Therefore, it is crucial that the transcriptional regulations of junction proteins should be fully characterized so that we can completely understand spermatogenesis.

### *Rac* is a key regulatory node during early spermatogenesis

*Rac* gene is a member of the *Rho* superfamily of GTPases [33], which are known to regulate many cellular processes including cell movement and cell adhesion and implicated in the spatial-tempo control of cytoskeletal actin filament organization and adhesion dynamic regulation [34], [35], [36]. Cell movement and dynamic of cell adhesion are crucial to spermatogenesis. It is undoubted that *Rac* plays a key role during spermatogenesis [37]. In our studies, *Rac* GTPase is down regulated in GC-2spd (ts) and affects focal adhesion pathway, Wnt/frizzled non-canonical signaling pathway and 6 other enriched pathways as an interlinked gene (Figure 3, 4, 5, 6, Table 3). 

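The entry of Table S2 for a Rac gene is *Rac3*, which it lists in 8 of the 23 pathways with the paper's values of 10.05 TPM in GC-1spg and 1.48 TPM in GC-2spd (ts). In the libraries, every *Rac3* copy came from the tag CATGTCCCAGGAAAGGGCGGC, listed 51 and 7 times. The tag is at the CATG site nearest the 3′ end, in the 3′ UTR of exon 6, on chromosome 11 of GRCm38 from 120723913 to 120723933, and the gene spans 120721470 to 120723969 on the plus strand. The main tag of *Rac1*, CATGGAGTAATTCAACTGAAT, with 356 and 422 copies, lies in the 3′ UTR of exon 7 on chromosome 5 from 143506220 to 143506240. From the lower expression of *Rac* in GC-2spd (ts) and its place in 8 of the enriched pathways, the paper reasons that the gene links these pathways and proposes it as a regulatory node of the differentiation process. The paper also reports weakly higher RAC protein in GC-1spg by western blot, which was not analysed here.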

*Rac* regulates the dynamic of actin cytoskeleton which in turn control changes in cell shape, and plays important roles in MAPK signaling pathway which ultimately influences gene expression. The interplay among Wnt non-canonical signaling pathway, adhesion and cytoskeletal dynamic observed in the development process from type B spermatogonia to primary spermatocytes from this study provides us new clues on the regulation of spermatogenesis. Wnt signaling pathway may play a central role in the regulation of spermatogenesis by down-regulating or inhibiting the expression of *Rac* on both RNA and protein levels (Figure 7A). Although the physiological significance of *Rho* GTPases especially *Rac* in spermatogenesis remains largely unexplored, the coordinated influence on corresponding signaling pathway and the interaction between each pathway linked by *Rac* will give us more insights on the central regulatory role of *Rac* during spermatogenesis.

### Candidate markers which can discriminate GC-1spg from GC-2spd (ts)

Our findings indicate that some key regulatory genes can be recognized as marker genes because they can discriminate primary spermatocyte from type B spermatogonium (Table S1). These marker genes function as the key regulators or mediators which mainly regulate adhesion dynamic and cytoskeleton dynamic. 

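Among called genes with at least 100 tags over both libraries, the 5 with the largest log2 ratio in each direction had no listed tag in 1 of the libraries. Their rank is set by the 0.01 TPM put in for unlisted genes, and by the lower bounds below a gene listed in both libraries can rank above them, such as *Dcn* with 710 and 2 tags and a log2 ratio of -8.37, chosen after its values were seen. Besides *Sfrp2* and *Hspa1b*, the genes higher in GC-2spd (ts) were *Plac8* with 472 tags, at least 65.3-fold, *Grem1* with 386 tags, at least 35.0-fold, and *Ccn5* with 319 tags, at least 44.2-fold. Besides *Fgf5* and *Wnt10a*, the genes lower in GC-2spd (ts) were *Saa3* with 3446 tags in GC-1spg, at least 126-fold, *Upk3b* with 2187 tags, at least 76.4-fold, and *Upk1b* with 1677 tags, at least 80.4-fold.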

Among the DEGs detected by Sloxa sequencing and confirmed by qPCR, *Sfrp2, Wnt10a*, *Baiap2l1* and *Fgf13* were defined as candidate marker genes. These genes also have similar expression pattern in rat spermatogonia and spermatocytes (data not shown).

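These 4 genes were called in the same direction under each matching rule and scaling tried on them. With an assumed BCV of 0.4 in edgeR's exact test, *Sfrp2* and *Wnt10a* were still called and *Baiap2l1* and *Fgf13* were not. The levels of the 4 genes in GC-2spd (ts) were 550 TPM for *Sfrp2*, 15.2 TPM for *Baiap2l1* and no listed tag for *Wnt10a* and *Fgf13*.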

***Sfrp2***-Secreted frizzled-related proteins act as Wnt signaling antagonists and are implicated in a variety of biological processes, *Sfrp1* and *Sfrp2* are required for normal mouse male sexual development [38]. *Sfrp2* is expressed during development of a variety of tissues [39]. Secreted frizzled-related protein 1 (sFRP1) was reported to regulate spermatid adhesion in the testis via dephosphorylation of focal adhesion kinase and the nectin-3 adhesion protein complex [40]. 

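*Sfrp2* lies on chromosome 3 of GRCm38 from 83766321 to 83774316 on the plus strand. Its most frequent tag, CATGATGCCCTCAAATAAAAA, had 0 copies in GC-1spg and 2362 in GC-2spd (ts), and sits at the CATG site nearest the 3′ end, in the 3′ UTR of exon 3 from 83774068 to 83774088. The tag CATGACTATTTTTATGAAGTT, at the fifth site from the 3′ end of the same UTR, had 0 and 114 copies. In all, 16 distinct tags of the gene were listed in GC-2spd (ts), which allows up to 24.3 tags, or 4.79 TPM, in GC-1spg. *Sfrp1* had no listed tag in either library.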

The significant differential expression of *Sfrp2* between GC-1spg and GC-2spd (ts) (Figure 7A) indicates that *Sfrp2* may play a vital role in early germ cell differentiation by antagonizing Wnt signaling pathway to promote differentiation and cell movement, which induces the transition from spermatogonia progeny to primary spermatocyte.

***Wnt10a*** is a member of the *Wnt* gene family, which consists of structurally-related genes encoding secreted signaling proteins implicated in oncogenesis and several developmental processes, including the regulation of cell fate and patterning during embryogenesis [41], [42]. Traditionally, it is assumed that Wnt proteins act as stem cell growth factors to promote the maintenance and proliferation of stem cells [43]. Lower expression level of *Wnt10a* and higher level of *Sfrp2* in GC-2spd (ts) concordantly inhibit Wnt signaling pathway which promotes germ cell differentiation.

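*Wnt10a* lies on chromosome 1 of GRCm38 from 74791516 to 74804179 on the plus strand. Of its 4 listed tags, CATGGACAATAAACCAGTAAA held 877 copies in GC-1spg and 0 in GC-2spd (ts), at the CATG site nearest the 3′ end, in the 3′ UTR of exon 4 from 74804148 to 74804168. Its level was 174 TPM in GC-1spg. The limit for GC-2spd (ts) is 9.15 tags, or 1.94 TPM.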

***Baiap2l1*** encodes a member of the IRSp53/MIM homology domain (IMD) family and is involved in the signal transduction pathways which link deformation of the plasma membrane and remodeling of the actin cytoskeleton. *Baiap2l1* promotes actin assembly and membrane protrusions when overexpressed in mammalian cells, and is essential for formation of potent actin assembly complexes [44]. 

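*Baiap2l1* had 862 tags, or 170 TPM, in GC-1spg and 72 tags, or 15.2 TPM, in GC-2spd (ts), a log2 ratio of -3.48 (exact 95% interval -3.85 to -3.13). The gene lies on chromosome 5 of GRCm38 from 144264526 to 144358112 on the minus strand. Most copies came from the tag CATGCAAATCCAGTAAGCAGT, with 733 in GC-1spg and 53 in GC-2spd (ts), at the eighth CATG site from the 3′ end, in the 3′ UTR of exon 14 from 144265499 to 144265519. At the site nearest the 3′ end, CATGTCCTGGCTCCGCACACG had 64 and 16 copies.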

We observed that *Baiap2l1* was expressed at higher level in GC-1spg than GC-2spd (ts), which strongly suggests that *Baiap2l1* might be related to spermatogonia developmental process induced by the basement membrane, a modified form of extracellular matrix in the testis.

***Fgf13*** is a member of the FGF family, which possess broad mitogenic and cell survival activities and is involved in a variety of biological processes including embryonic development, cell growth, morphogenesis, tissue repair, tumor growth and invasion [45]. Cory *et al.* reported that expression of *Fgf13* could be detected within the testis cords of the male genital ridge by *in situ* hybridization by embryonic day (E) 13.5, suggesting that *Fgf13* might contribute to signal transduction within the pre-Sertoli cells of the developing male genital ridge [46]. Our study indicates that *Fgf13* may exert similar function to *Baiap2l1*, and plays an important role in the interaction between Sertoli cells and germ cells.

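*Fgf13* had 47 tags, or 9.27 TPM, in GC-1spg and 0 in GC-2spd (ts), at least 9.23-fold lower in GC-2spd (ts). All 47 copies came from the tag CATGTACAGGCAGTTTTCTGC, at the CATG site nearest the 3′ end, in the 3′ UTR of exon 5 on chromosome X of GRCm38 from 59062241 to 59062261. The gene spans 59062145 to 59568071 on the minus strand.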

## Conclusions

This transcriptome profiling study delineates global gene expression patterns in both mouse type B spermatogonia and primary spermatocytes. Functional enrichment analysis of differentially expressed genes between the two types of cells shows that the basic molecular mechanism of early spermatogenesis is strongly related to the dynamic of cell junction and regulation of cytoskeleton. In these pathways, the signals of internal or external dynamic changes will ultimately be transmitted to the nuclear to change expression patterns of key genes that can promote cell differentiation. The information of this study provides a solid foundation for further characterization of the gene regulatory process during the early differentiation of male germ cells. Further biochemical and physiological study for the candidate marker genes will be implemented in the future.

## Supporting Information

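Of Table S1, the first 1749 of its 2823 genes were used here, 1651 of them higher and 98 lower in GC-2spd (ts) by the paper's values, so no overlap with the 2817 genes called here was computed. Each entry of the table gives a gene's clean tags and TPM in both libraries, the log2 ratio, a p-value and an FDR.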

Table S1 **Summary of the differentially expressed genes (DEGs) identified in the digital gene expression tag libraries generated from GC-1spg and GC-2spd (ts).**
(XLS) Click here for additional data file.

Table S2 **Location of the differentially expressed genes (DEGs) within the 23 significantly enriched KEGG pathways in the digital gene expression tag libraries generated from GC-1spg and GC-2spd (ts).**
(XLS) Click here for additional data file.

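The pathway sheet of Table S2 holds 935 entries, each a gene within a pathway with the paper's TPM in both libraries, and a gene in several pathways has an entry in each. Of its 457 symbols, 454 were found in the annotation used here. A second sheet gives the 15 genes of the qPCR comparison.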

Figure S1 **Saturation of the digital gene expression (DGE) tag libraries generated from GC-1spg (A) and GC-2spd (ts) (B).** The effect of library size on the number of genes identified was analyzed; the rate of increase for all identified genes and all genes identified by unambiguous tags declined as the library size increased.
(DOC) Click here for additional data file.

Figure S2 **Positions of tags in the digital gene expression (DGE) tag libraries generated from GC-1spg (A) and GC-2spd (ts) (B).** Ideally the tag was the most 3′ tag; however, the tags may also be the second or third most 3′ tag due to alternative splicing or incomplete enzyme digestion.
(DOC) Click here for additional data file.

Figure S3 **Significantly enriched signaling pathways of DEGs detected between GC-1spg and GC-2spd (ts).** P values<0.05 and a FDR of 0.05 were selected as significant criteria for the two-sided Fisher's exact test.
(DOC) Click here for additional data file.

# Supplementary material for: Digital Gene Expression Tag Profiling Analysis of the Gene Expression Patterns Regulating the Early Stage of Mouse Spermatogenesis
**Source:** PLoS One. 2013 Mar 15;8(3):e58680. doi: 10.1371/journal.pone.0058680
**Supplement:** Figure S1 — Saturation of the digital gene expression (DGE) tag libraries generated from GC-1spg (A) and GC-2spd (ts) (B). The effect of library size on the number of genes identified was analyzed; the rate of increase for all identified genes and all genes identified by unambiguous tags declined as the library size increased.

(A) Spermatogonia (B) Spermatocytes

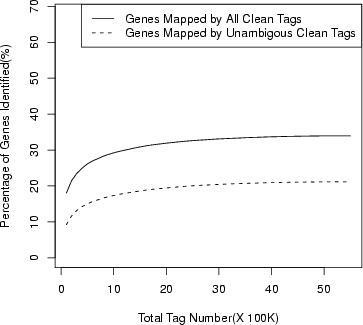

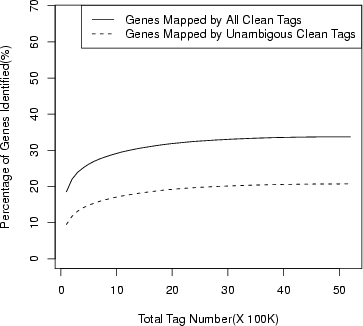

**Figure S1. Saturation of the digital gene expression (DGE) tag libraries generated from GC-1spg (A) and GC-2spd (ts) (B).** The effect of library size on the number of genes identified was analyzed; the rate of increase for all identified genes and all genes identified by unambiguous tags declined as the library size increased.

# Supplementary material for: Digital Gene Expression Tag Profiling Analysis of the Gene Expression Patterns Regulating the Early Stage of Mouse Spermatogenesis
**Source:** PLoS One. 2013 Mar 15;8(3):e58680. doi: 10.1371/journal.pone.0058680
**Supplement:** Figure S2 — Positions of tags in the digital gene expression (DGE) tag libraries generated from GC-1spg (A) and GC-2spd (ts) (B). Ideally the tag was the most 3′ tag; however, the tags may also be the second or third most 3′ tag due to alternative splicing or incomplete enzyme digestion.

(A) Spermatogonia (B) Spermatocytes

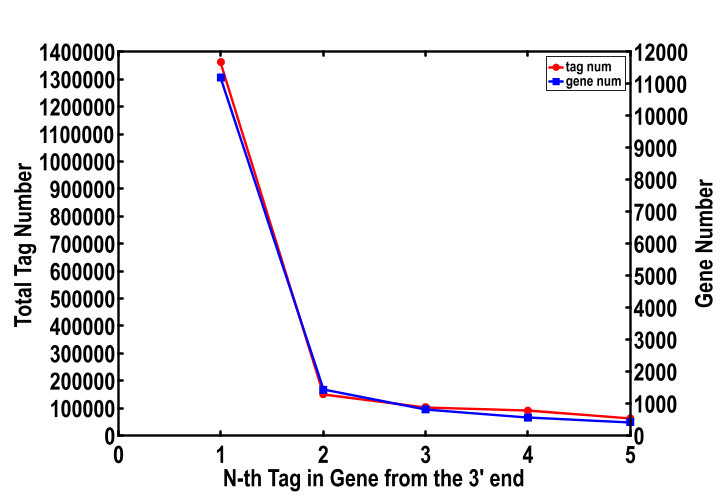

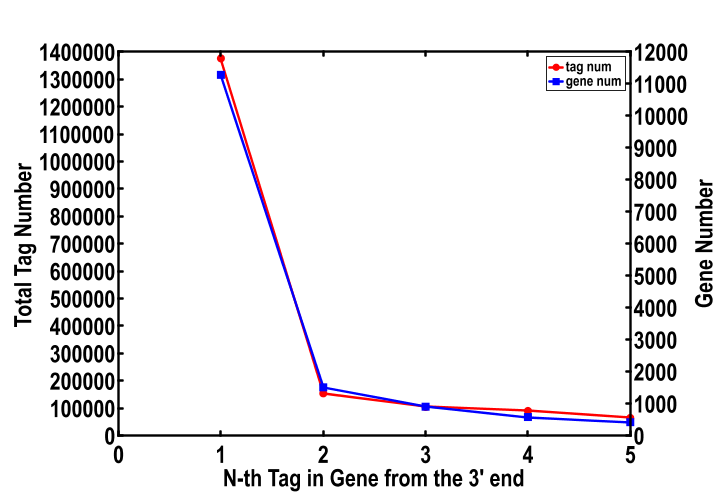

**Figure S2. Positions of tags in the digital gene expression (DGE) tag libraries generated from GC-1spg (A) and GC-2spd (ts**) (B). Ideally the tag was the most 3` tag; however, the tags may also be the second or third most 3` tag due to alternative splicing or incomplete enzyme digestion.

# Supplementary material for: Digital Gene Expression Tag Profiling Analysis of the Gene Expression Patterns Regulating the Early Stage of Mouse Spermatogenesis
**Source:** PLoS One. 2013 Mar 15;8(3):e58680. doi: 10.1371/journal.pone.0058680
**Supplement:** Figure S3 — Significantly enriched signaling pathways of DEGs detected between GC-1spg and GC-2spd (ts). P values<0.05 and a FDR of 0.05 were selected as significant criteria for the two-sided Fisher's exact test.

**(A)**

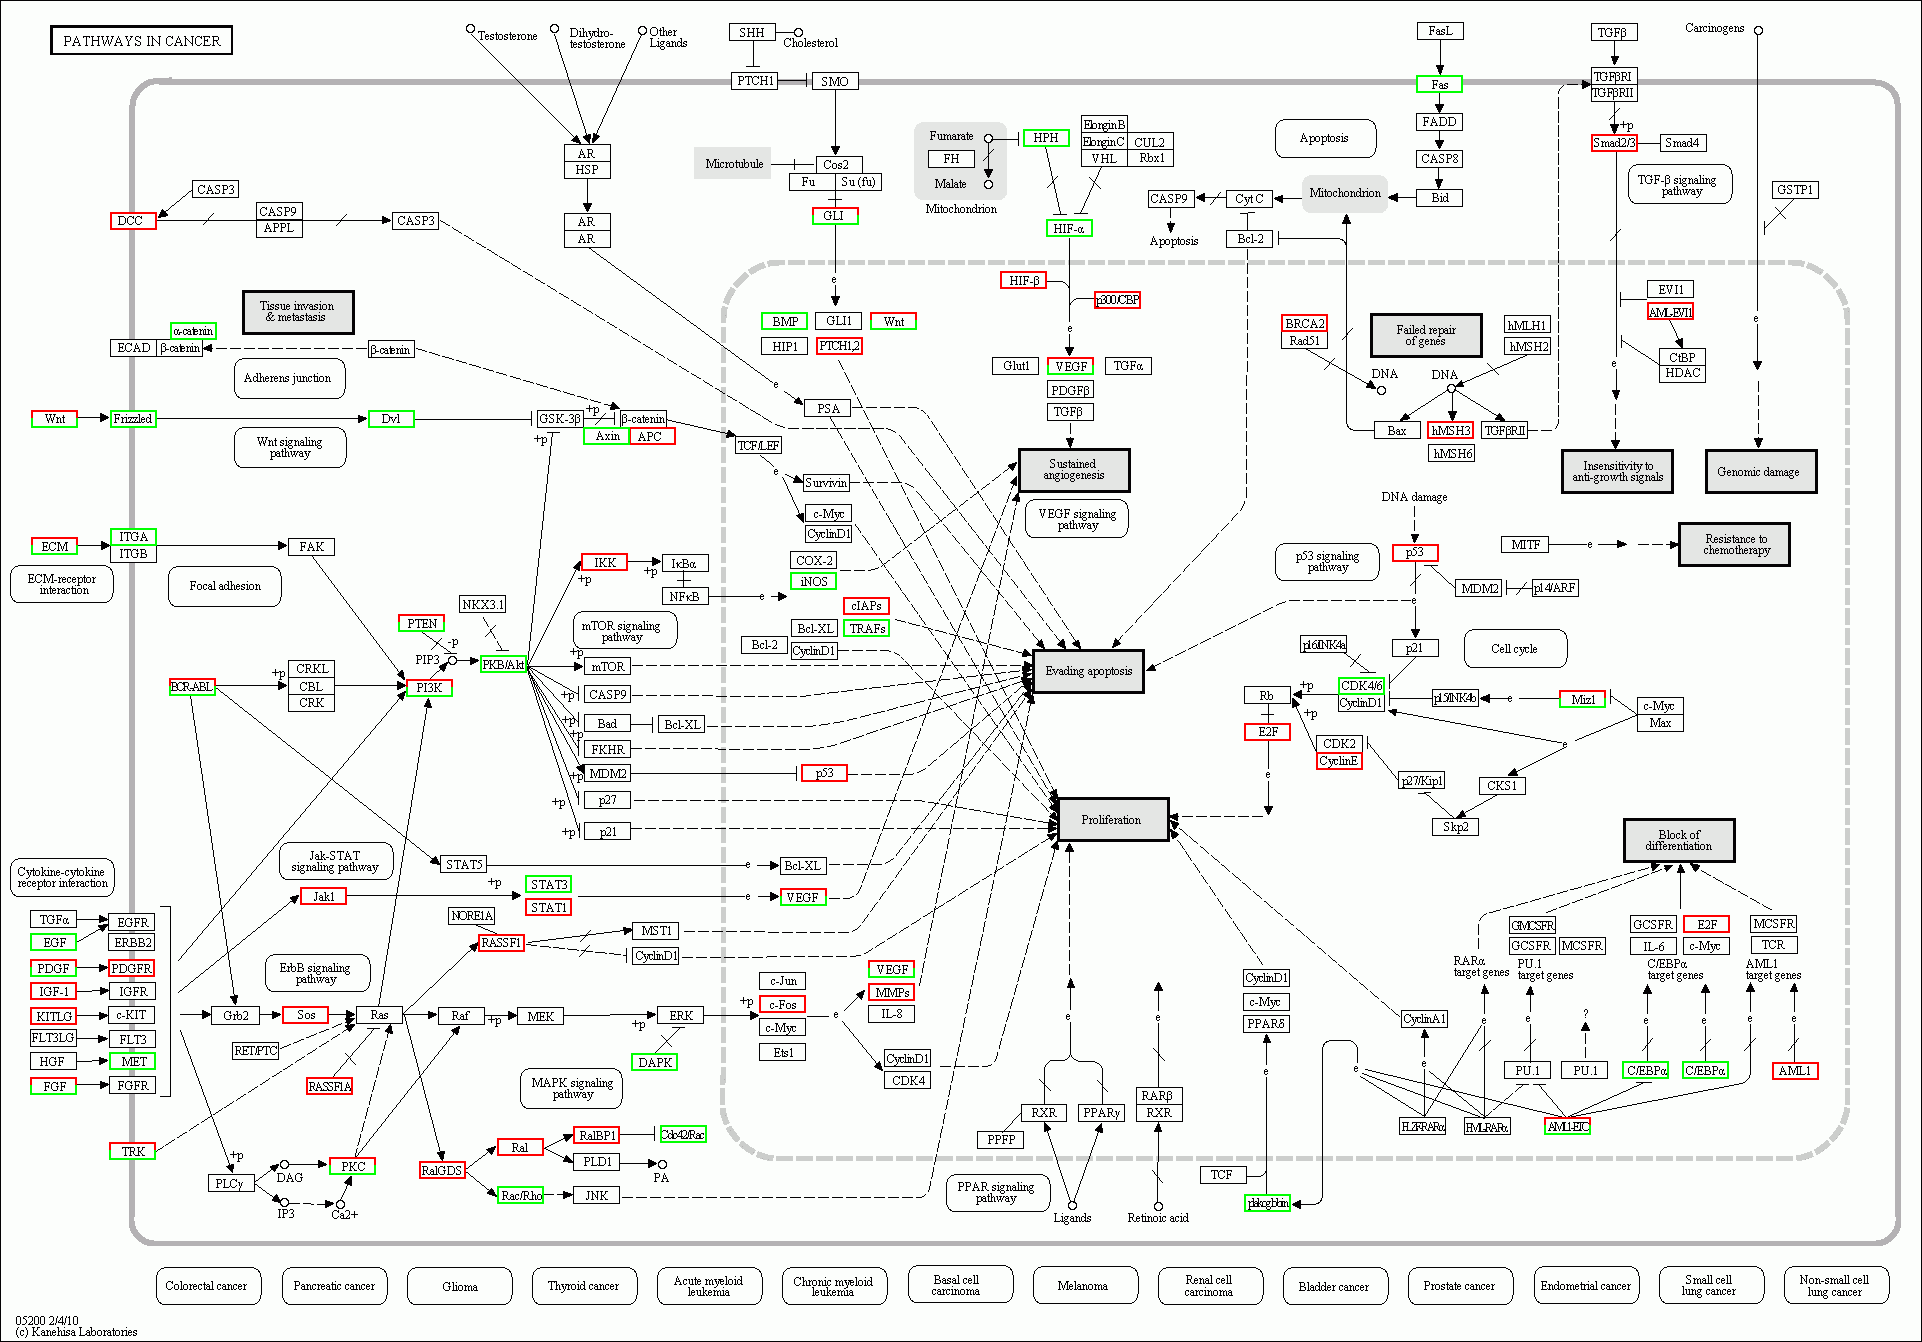

KEGG map05200: Pathway in cancer

(B)
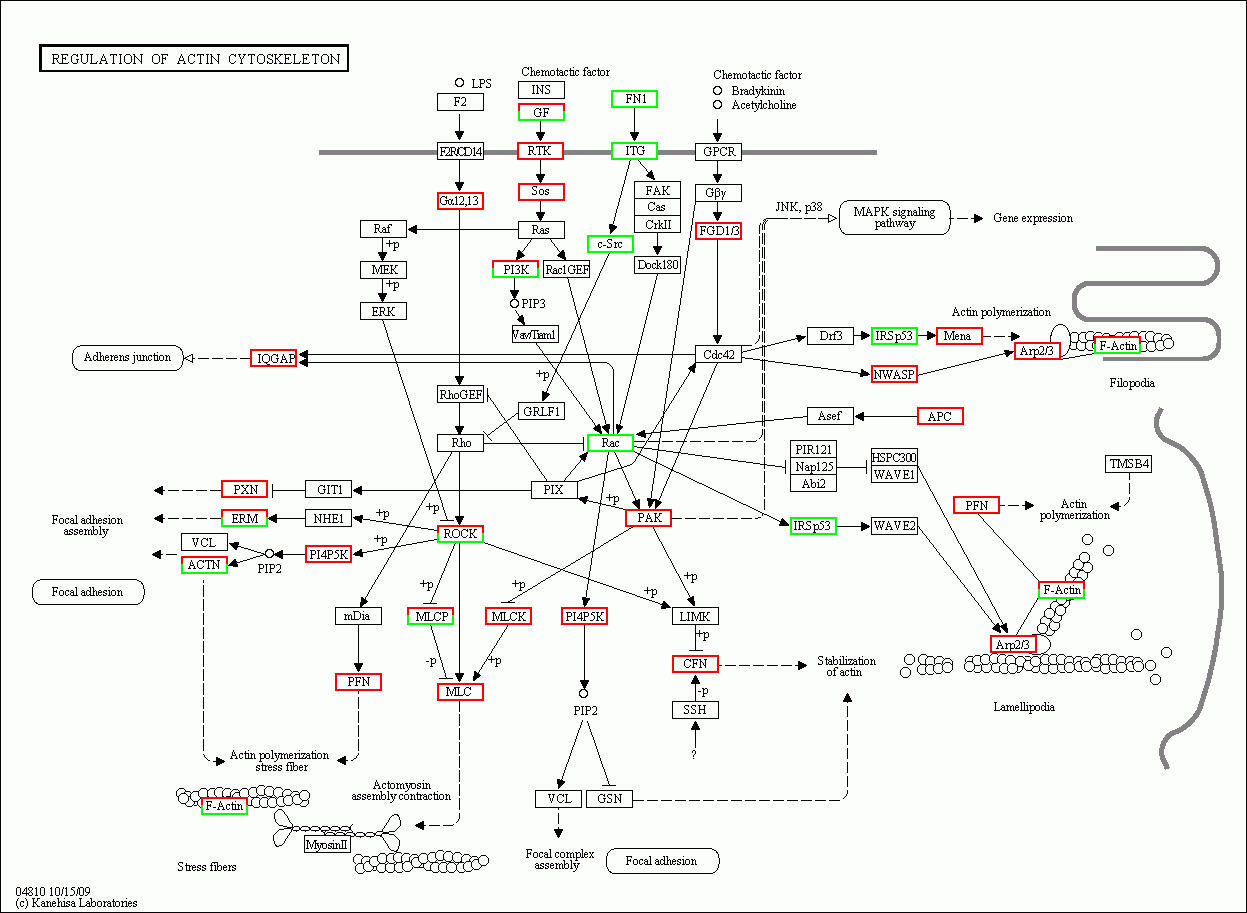

KEGG map04810: Regulation of actin cytoskeleton

(C)

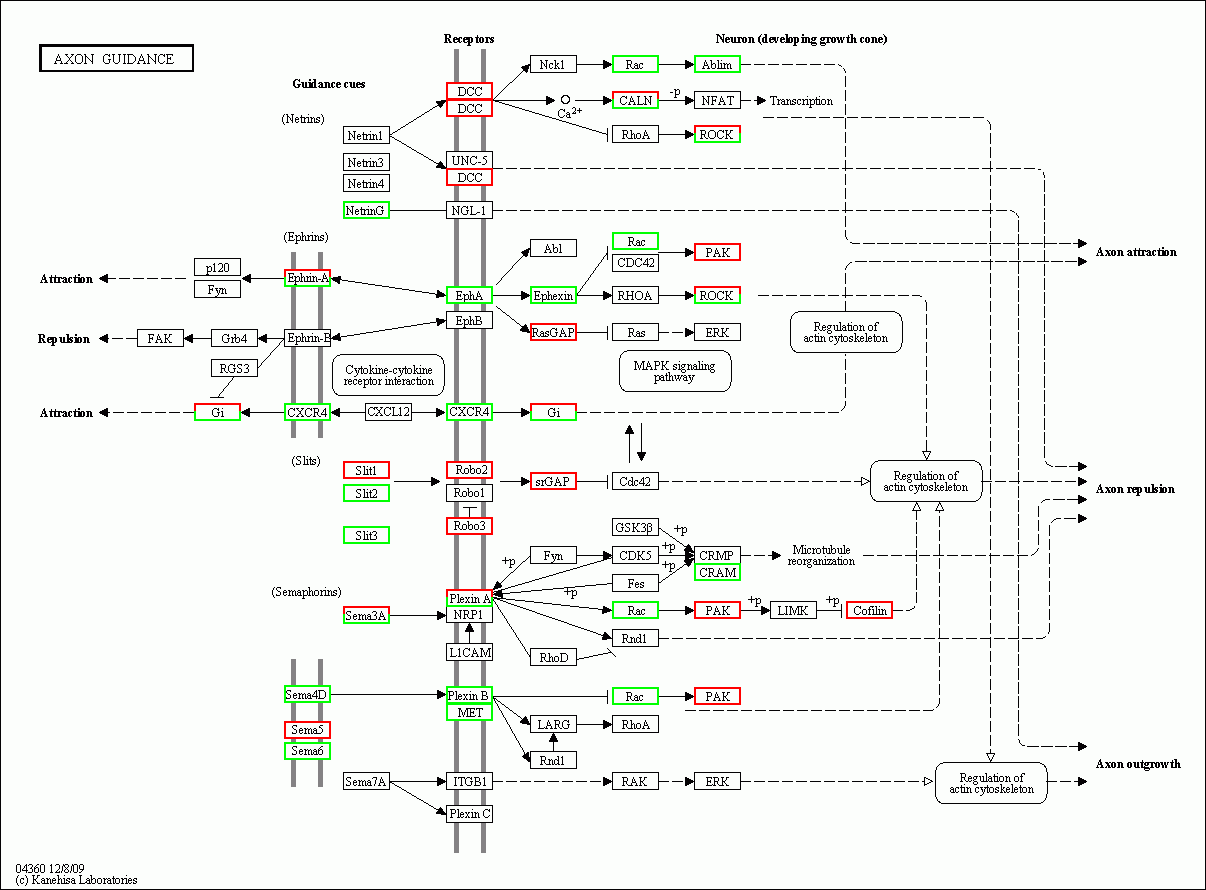

KEGG map04360: Axon guidance

(D)

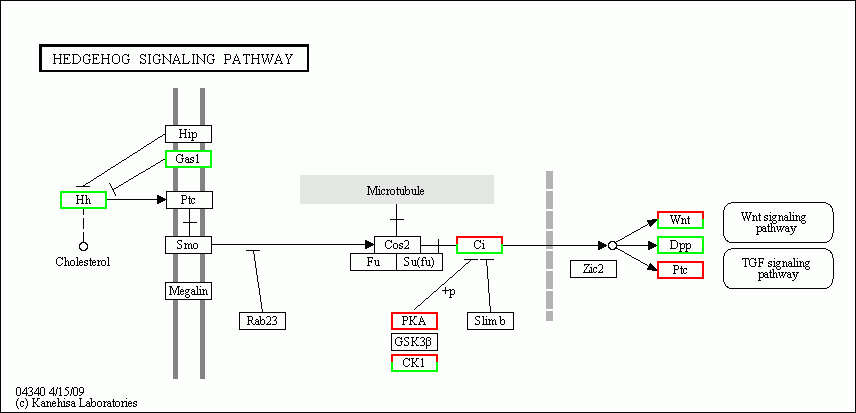

KEGG map04340: Hedgehog signaling pathway

(E)

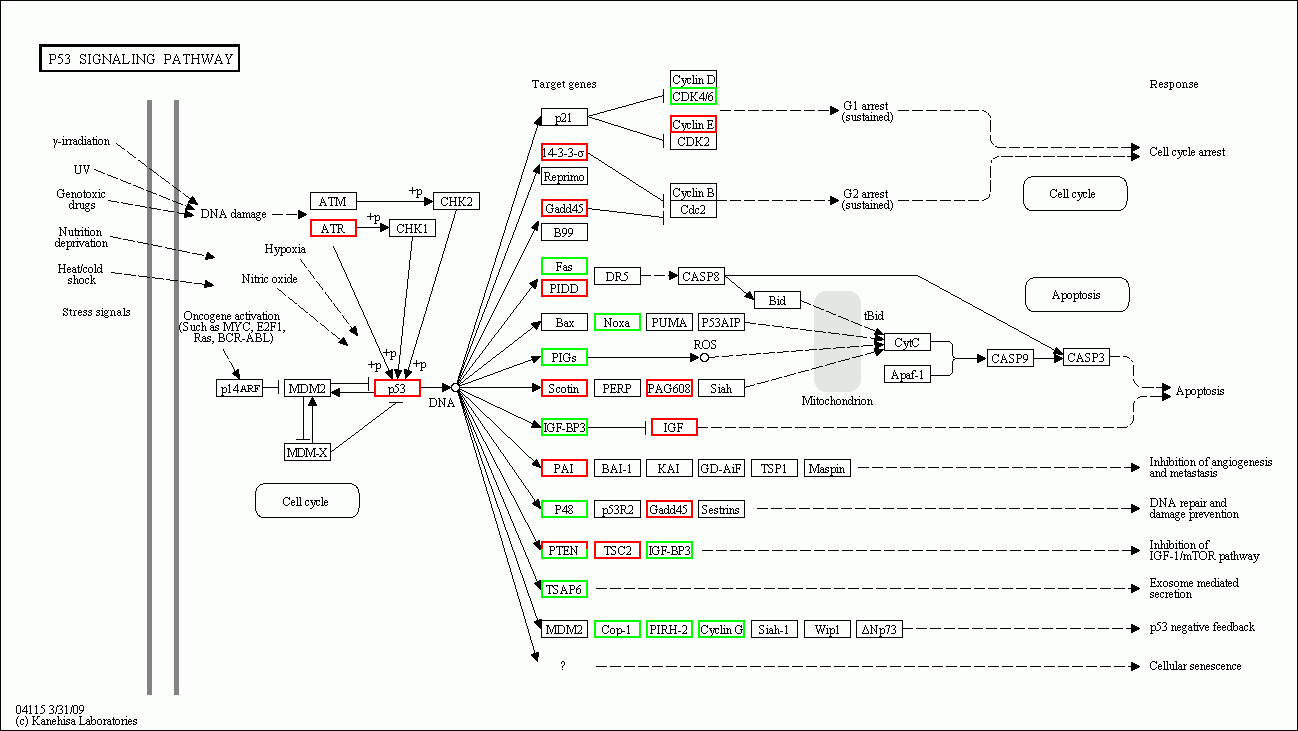

KEGG map04115: p53 signaling pathway

(F)

**
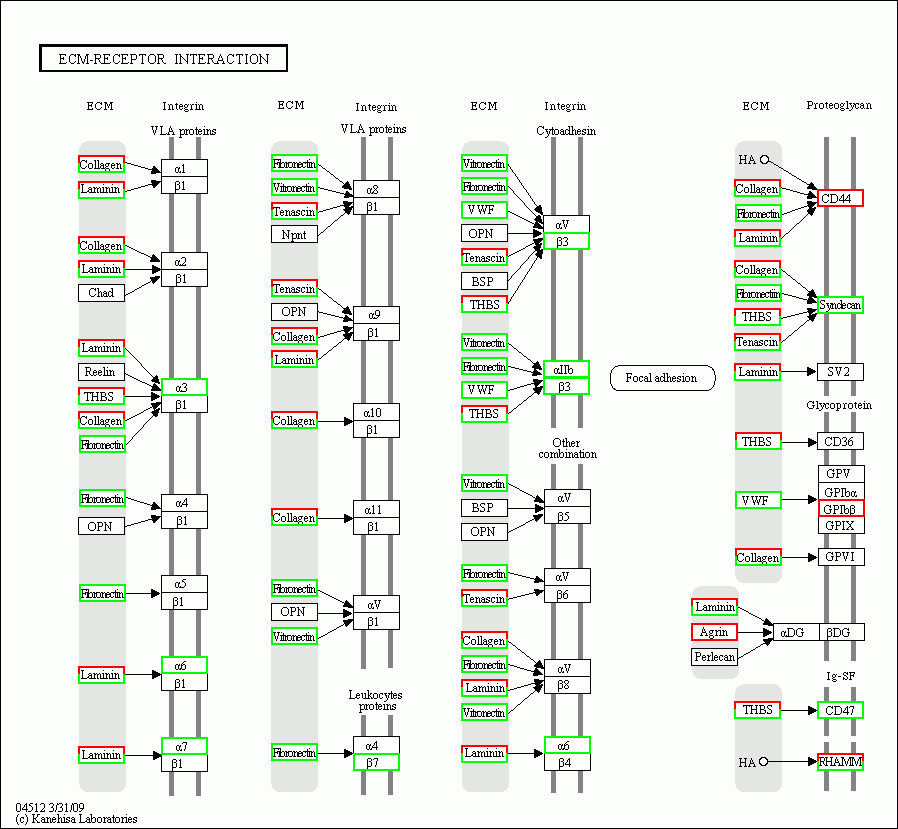
**

KEGG map04512: ECM-receptor interaction

(G)

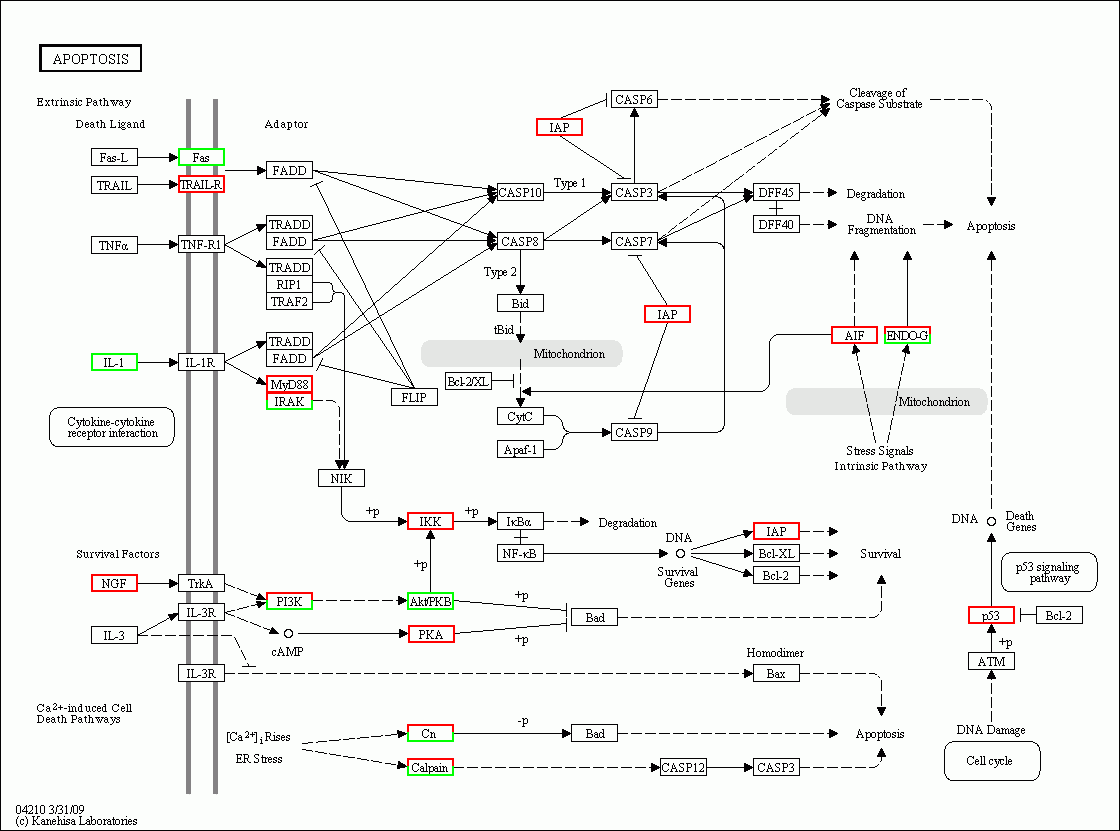

KEGG map04210: Apoptosis

(H)

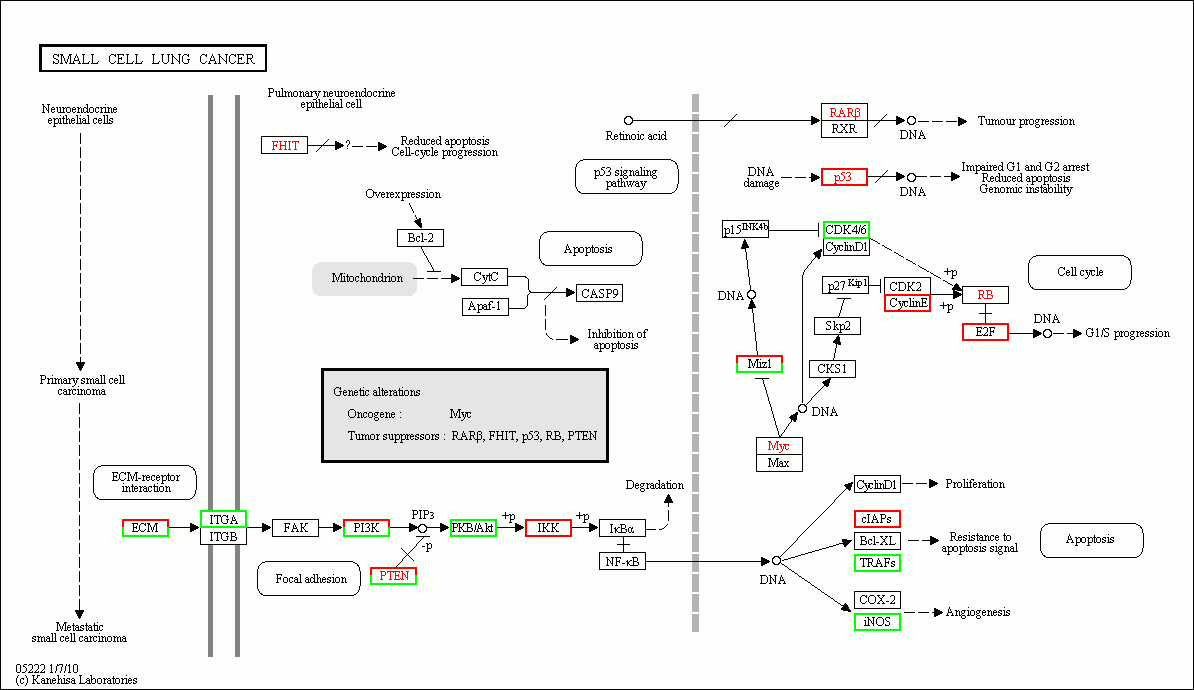

KEGG map05222: Small cell lung cancer

(I)

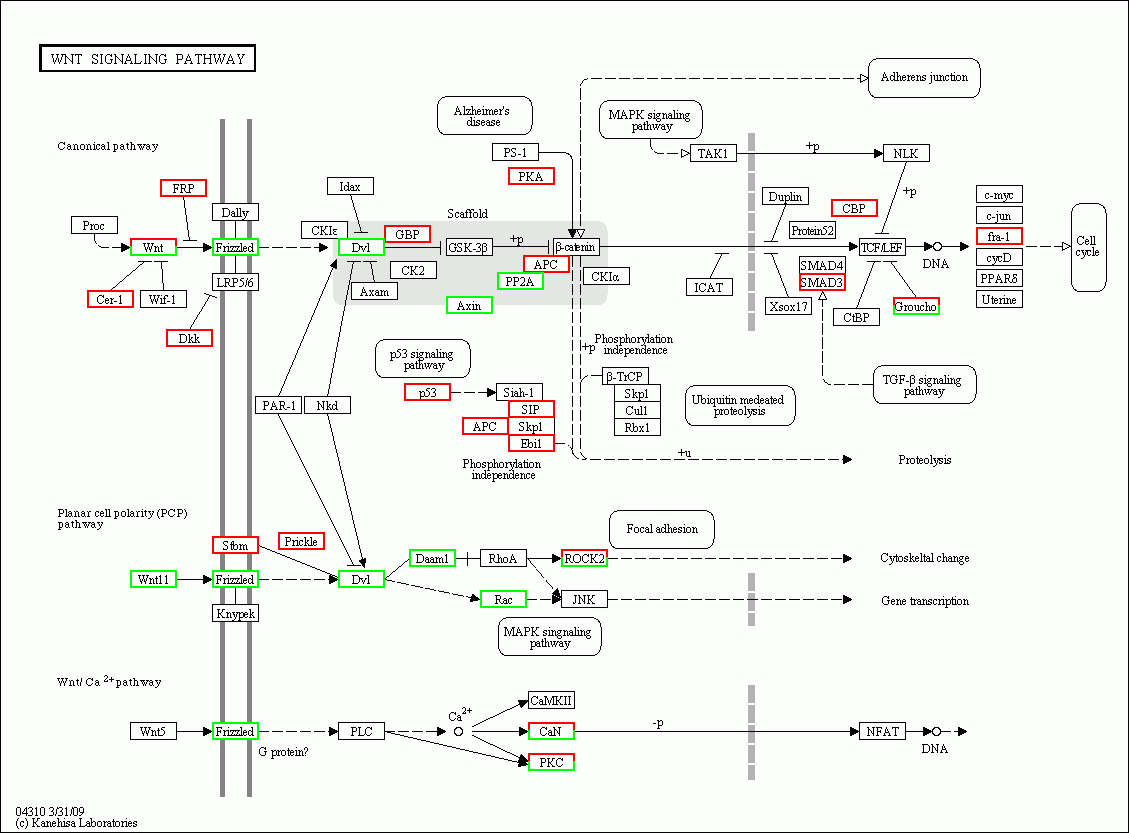

KEGG map04310: WNT signaling pathway

(J)

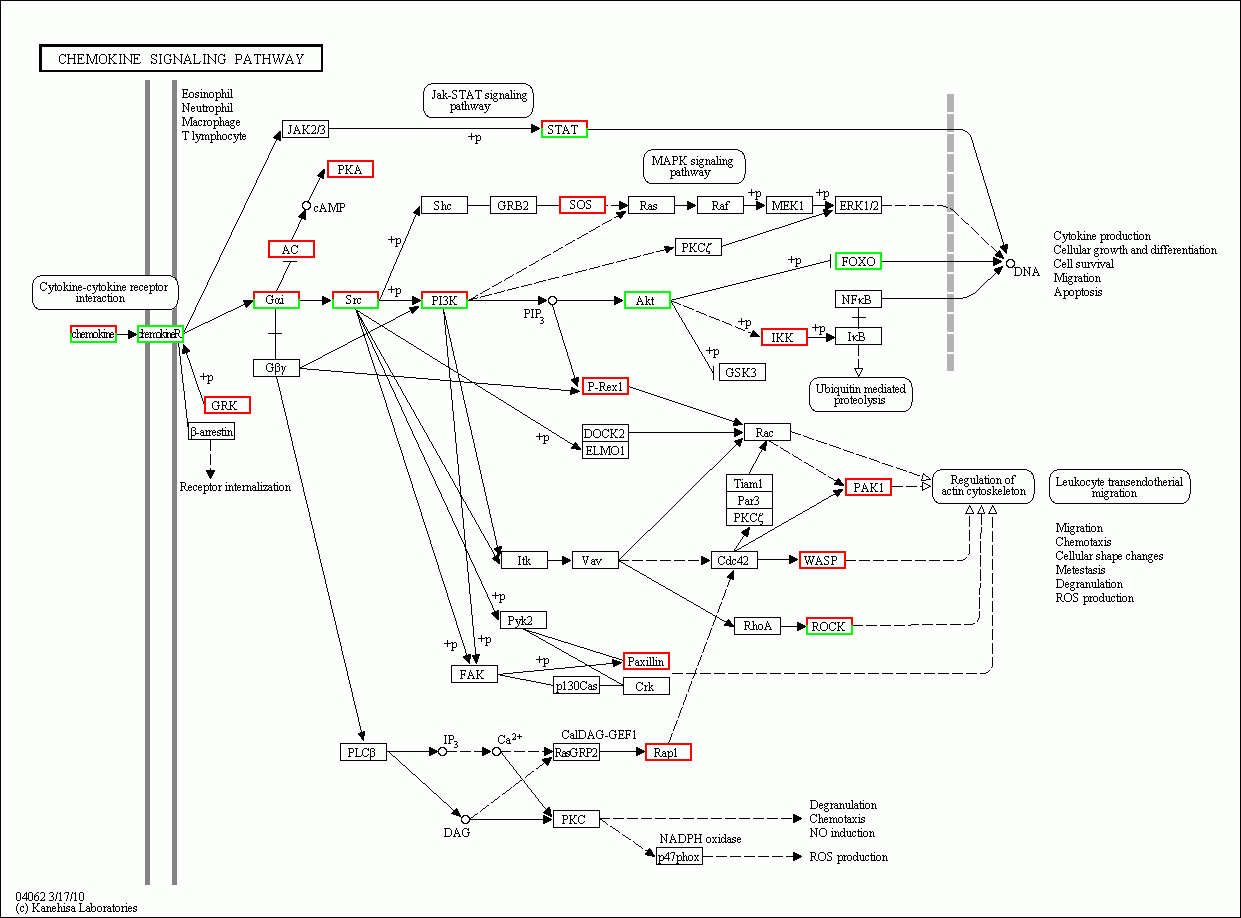

KEGG map04062: Chemokine signaling pathway

(K)

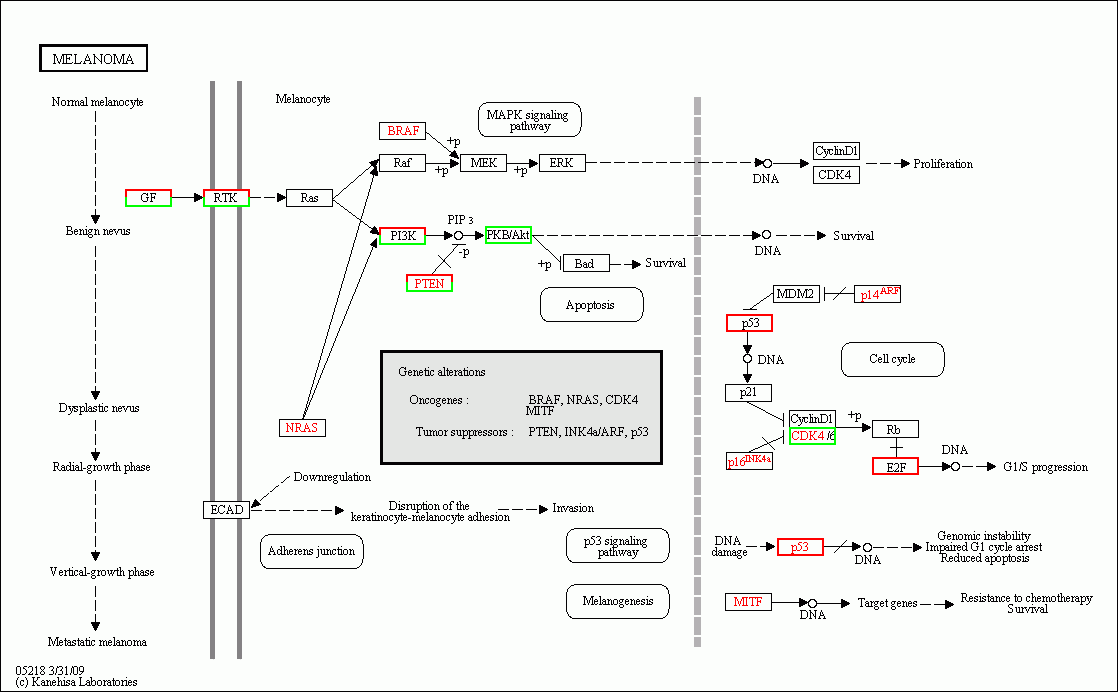

KEGG map05218: Melanoma

(L)

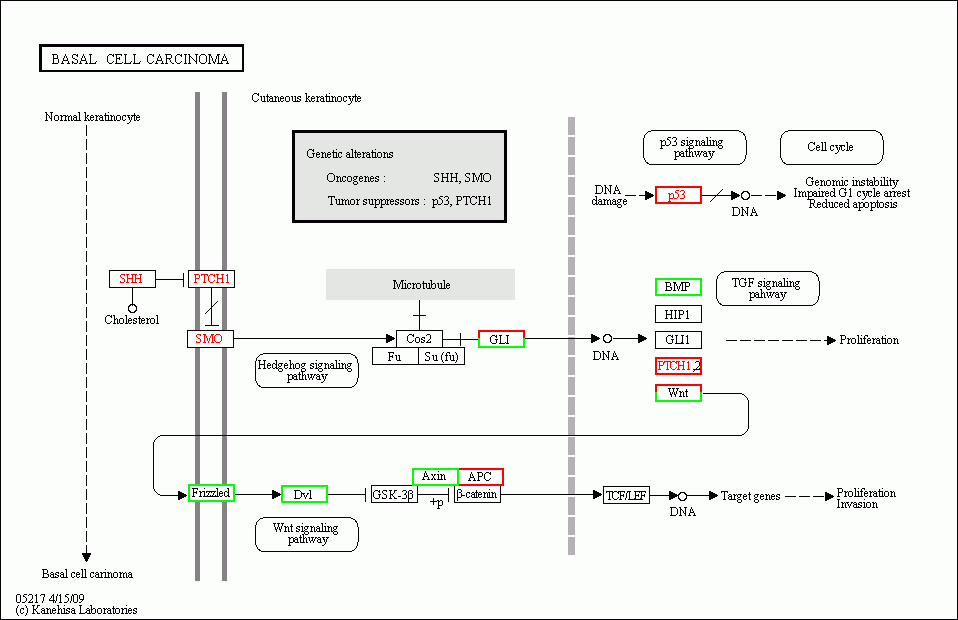

KEGG map05217: Basal cell carcinoma

(M)

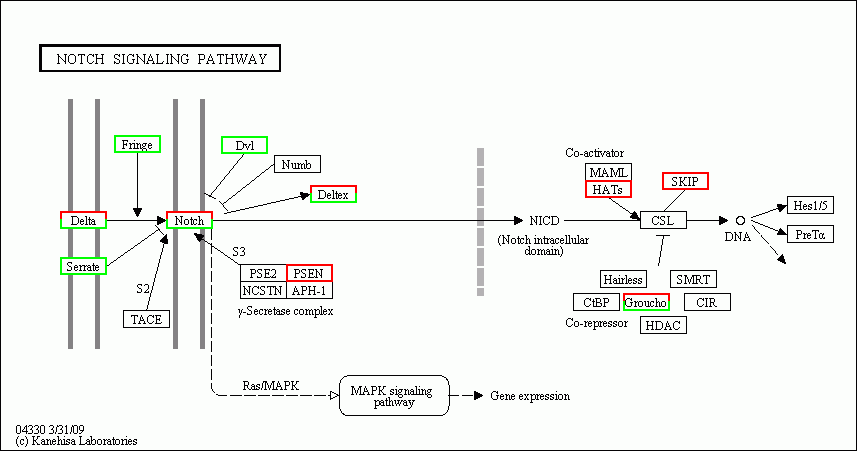

KEGG map04330: Notch signaling pathway

(N)

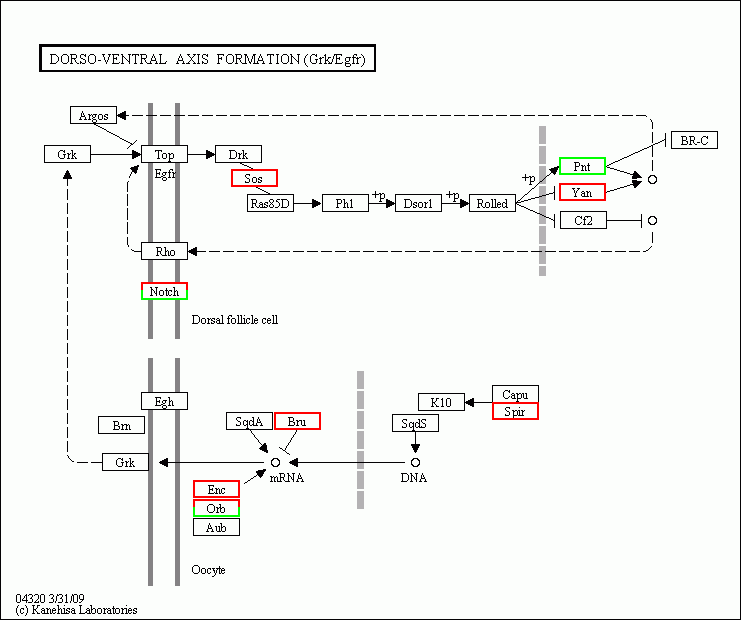

KEGG map04320: Dorso-ventral axis formation

(O)

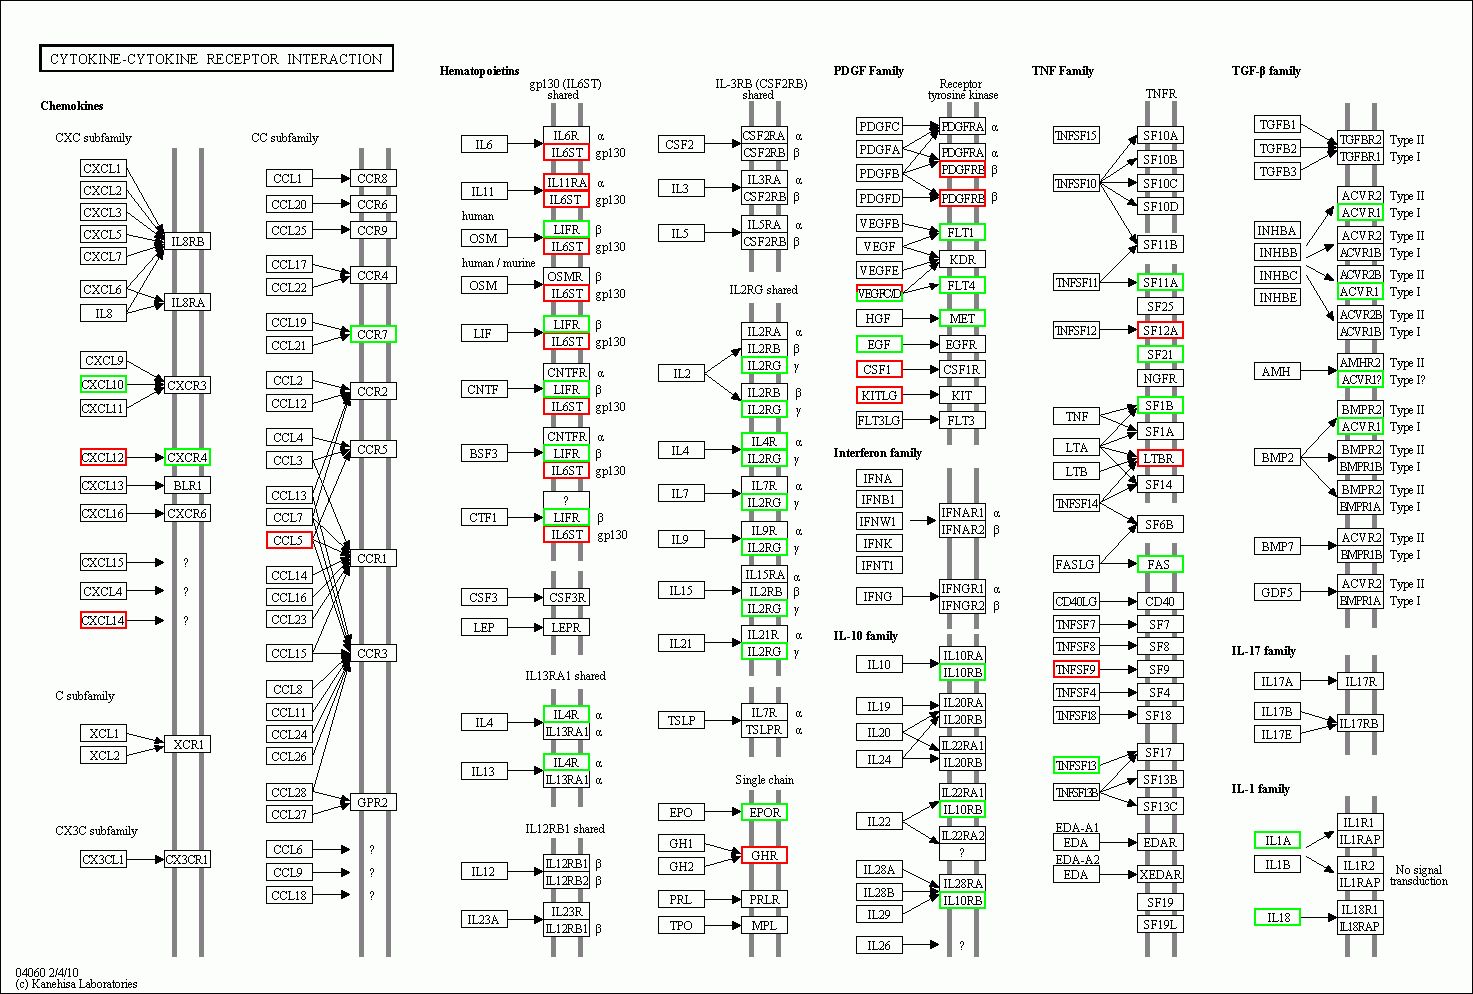

KEGG map04060: Cytokine-cytokine receptor interactions

(P)

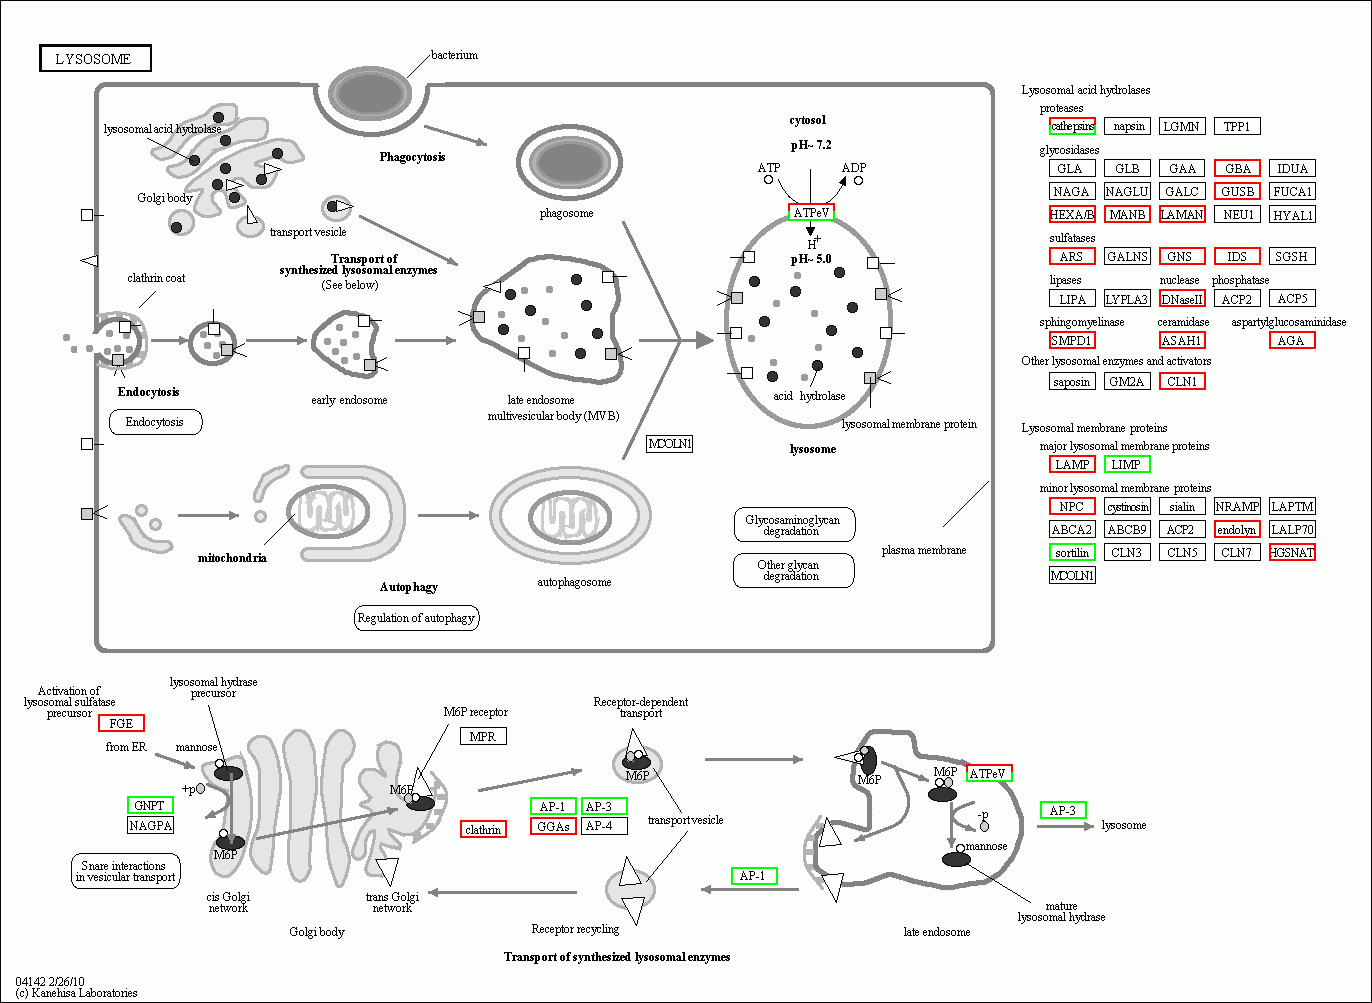

KEGG map04142: Lysosome

(Q)

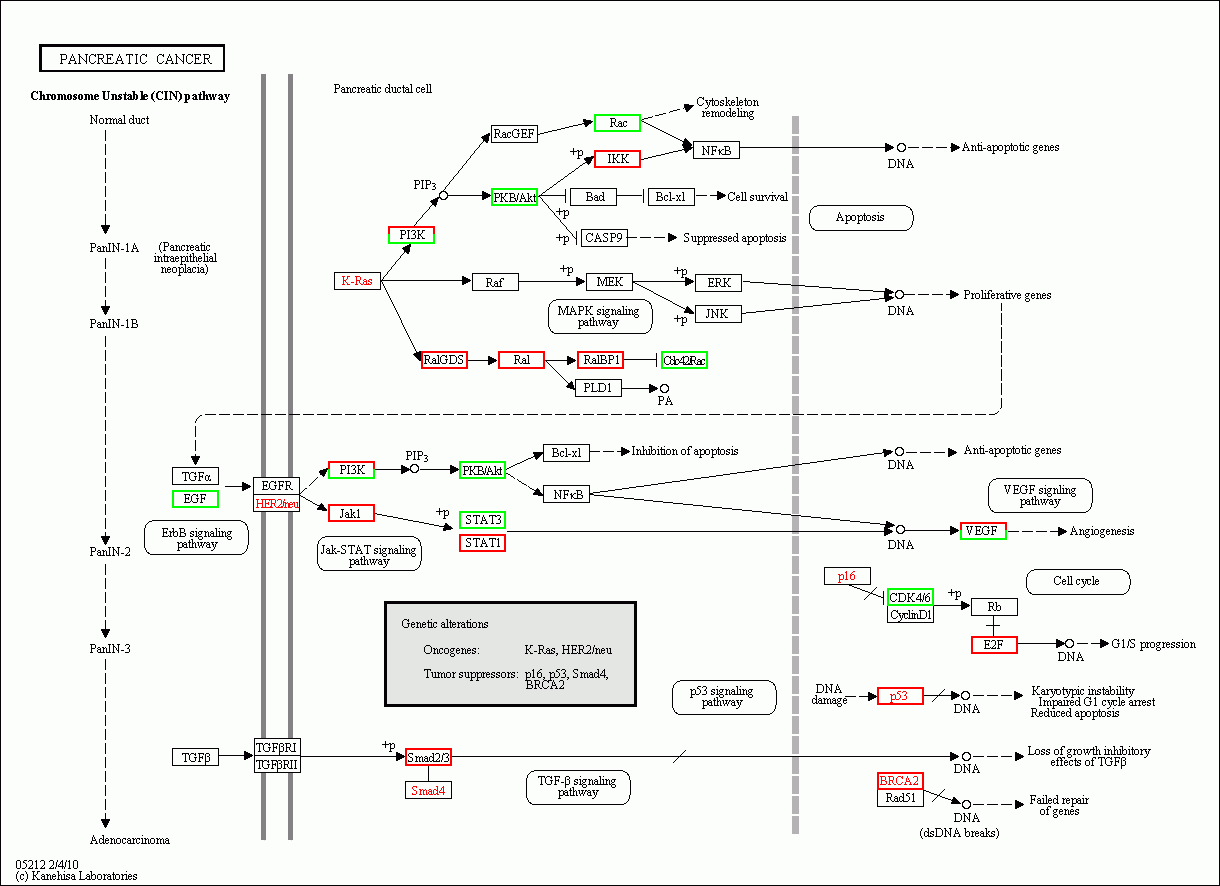

KEGG map05212: Pancreatic cancer

(R)

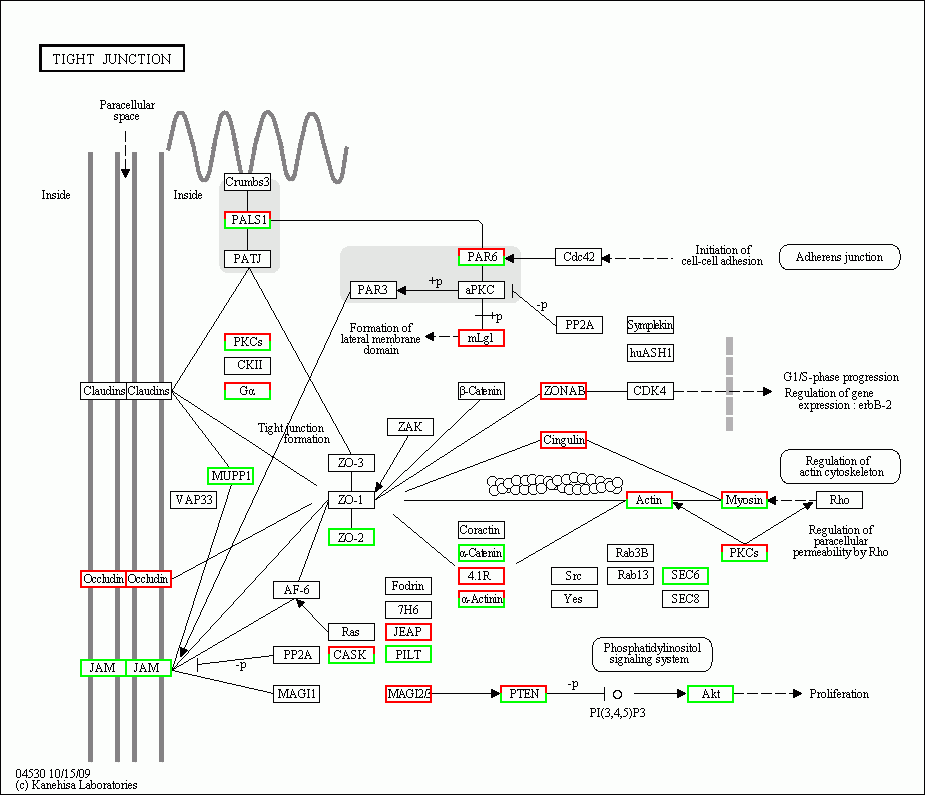

KEGG map04530: Tight junction

(S)

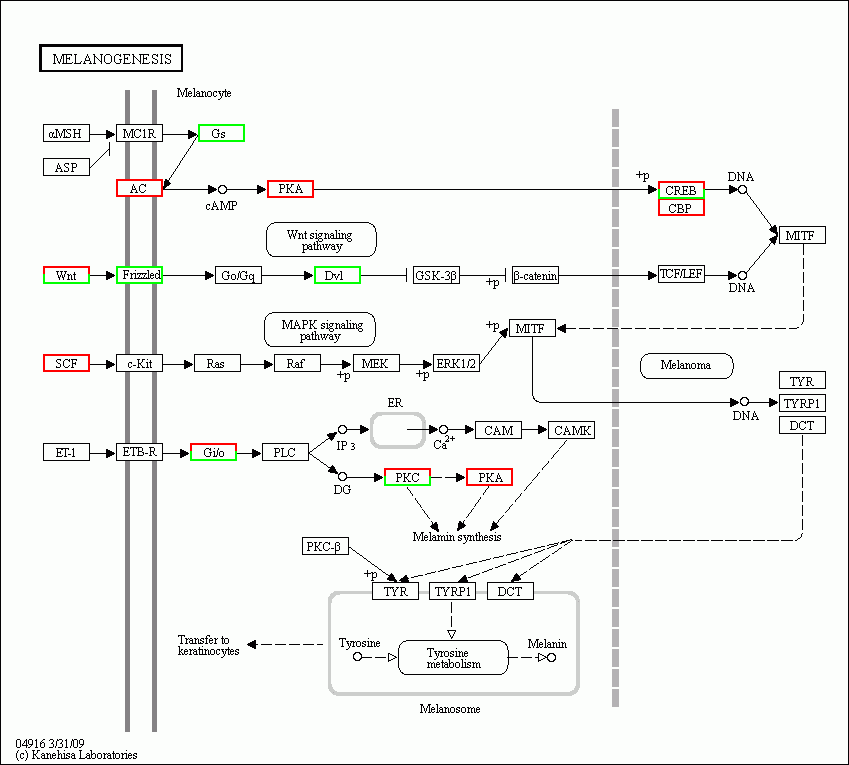

KEGG map04916: Melanogenesis

(T)

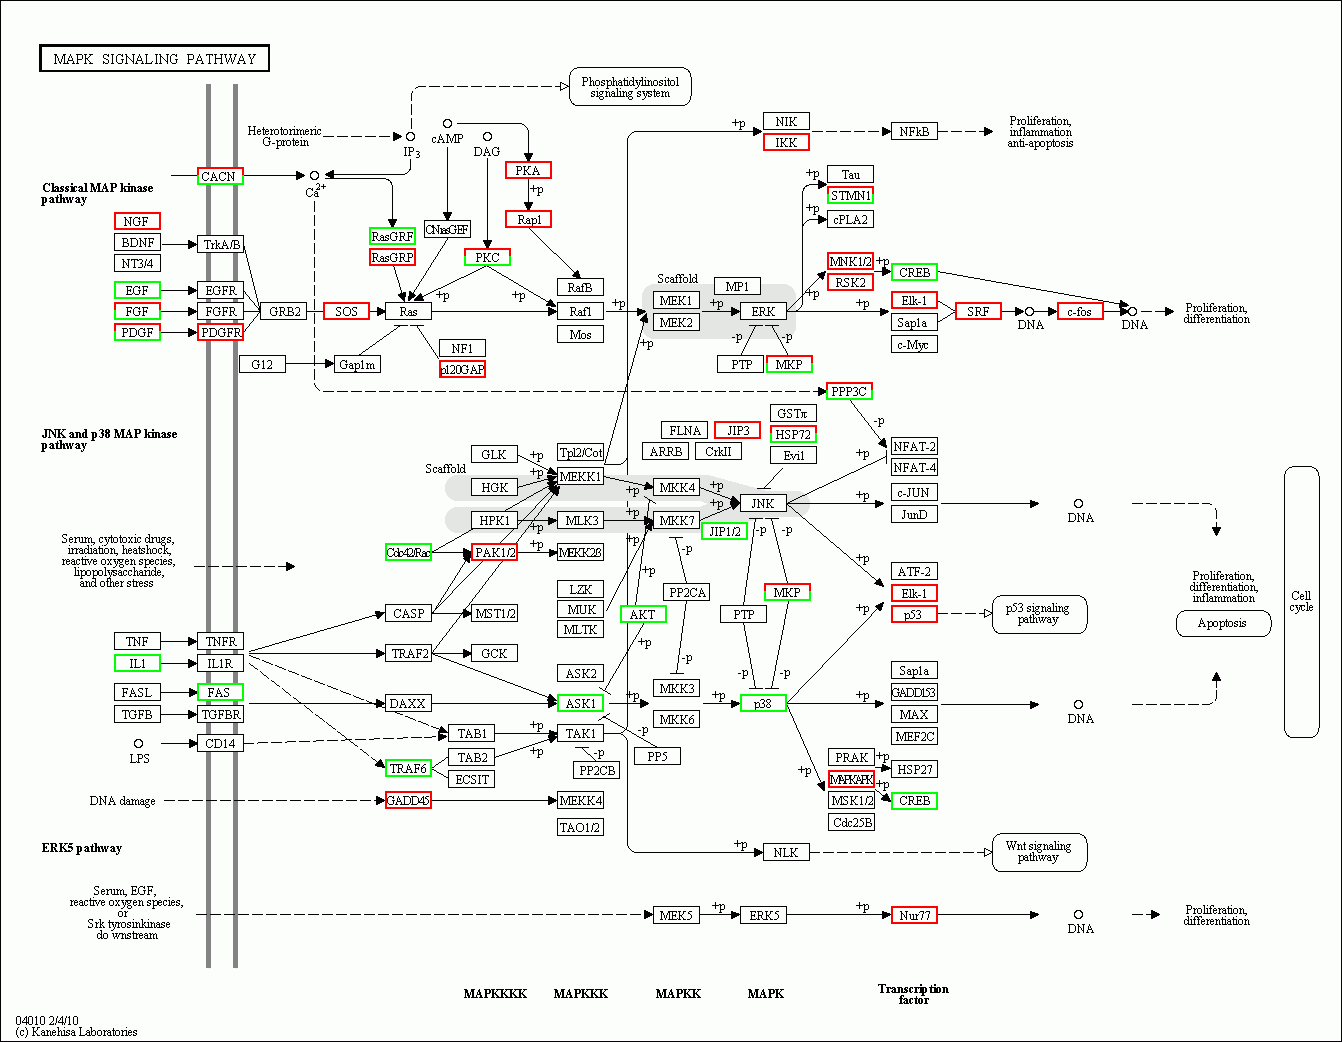

KEGG map04010: MAPK signaling pathway

(U)

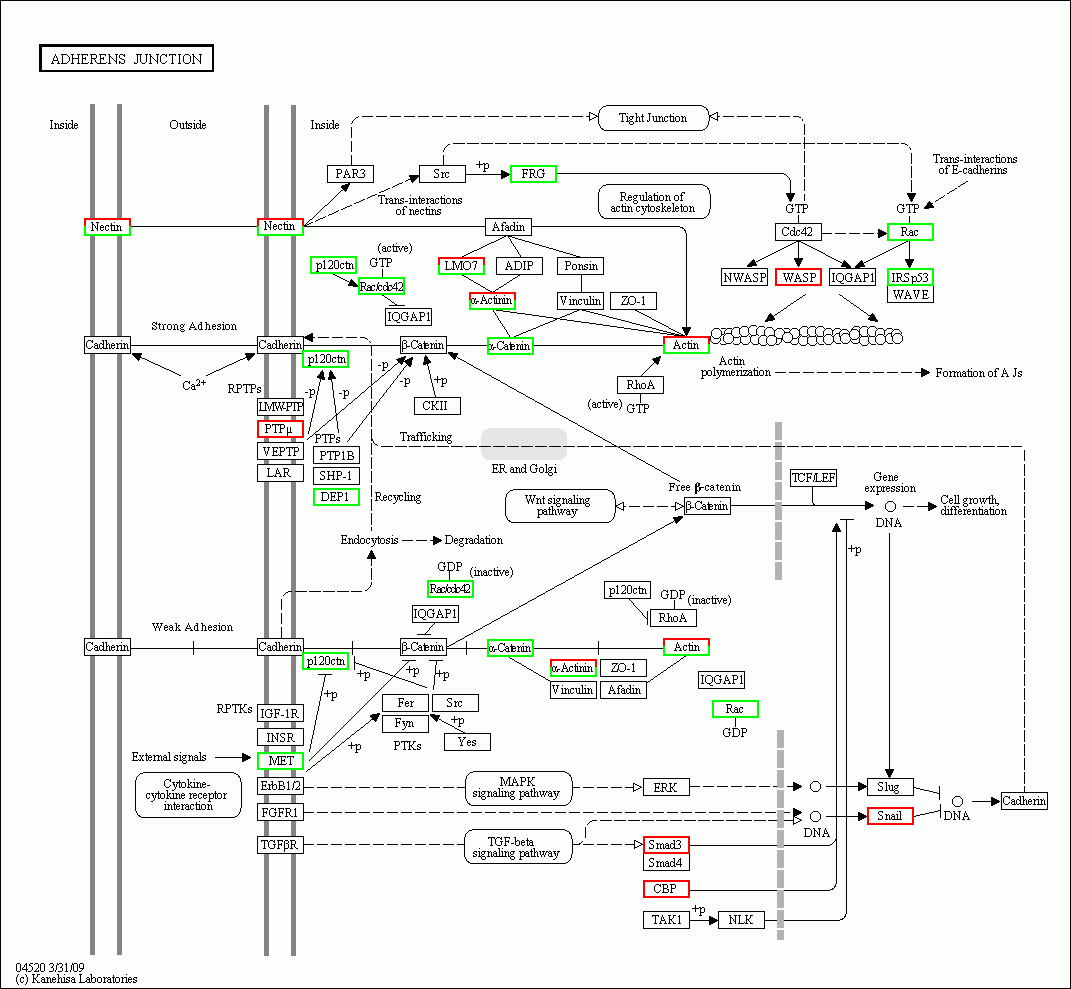

KEGG map04520: Adherens junction

**Figure S3. Significantly enriched signaling pathways of DEGs detected between GC-1spg and GC-2spd (ts).** *P* values < 0.05 and a FDR of 0.05 were selected as significant criteria for the two-sided Fisher’s exact test.

How the deposited data were processed for this re-analysis (not part of the article)

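DGE tags were measured in 1 library of GC-1spg and 1 library of GC-2spd (ts) cells. The authors removed adaptor tags, low quality tags and tags with a single copy, and deposited for each remaining tag its sequence, its raw count (copy number) and its TPM. The deposited TPM is the count divided by the sum of counts of the library, times 1000000. The program that matched tags for the authors is not given in the sources used here. The counts add up to 5072149 tags over 121656 distinct tags in GC-1spg and to 4726808 tags over 118173 distinct tags in GC-2spd (ts), and no count is below 2.

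All CATG+17 tags were taken from the transcripts of GENCODE release M21 for the mouse genome GRCm38, on the sense and the antisense strand. Each tag was matched with at most 1 mismatch after the CATG, exact matches first, and was unambiguous when its best matches belonged to 1 gene. Unambiguous sense counts were summed per gene and scaled to the total of clean tags. The two-sided Audic-Claverie test was run on the gene counts of the 2 libraries with Benjamini-Hochberg adjustment over the 14450 genes with a count, at an FDR of at most 0.001 and an absolute log2 ratio of at least 1, with 0.01 TPM for a gene at 0. edgeR's quasi-likelihood test needs replicates to estimate its dispersion and could not be fitted. Intervals on ratios are exact (Clopper-Pearson, conditional binomial) at 95%. The precision is set by the counts: 1 copy is 0.197 TPM in GC-1spg and 0.212 TPM in GC-2spd (ts), and an unlisted gene is limited by the one-sided 95% Poisson limit for as many counts as it has tags in the other library. Rarefaction used the exact hypergeometric expectation. R 4.3.3 with edgeR 4.0.16 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

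The calling was tested on simulated data. Counts were drawn for the genes at their observed levels and library sizes, with 200 genes changed 4-fold. edgeR's exact test with an assumed BCV of 0.2 recovered 46.0% of the changed genes when 14257 genes carried counting noise only, and 41.5% when 14229 genes carried a BCV of 0.2, and called 0 unchanged genes in both.

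The mapping of libraries to cell lines, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene in the text of the paper, every detected member of the families it names, and the 5 called genes with the largest absolute log2 ratio in each direction among those with at least 100 tags over both libraries. Some genes that the rule names are not reported here. Values in the tables of the paper had been seen by then. *B2m*, *Trp53* and the other genes outside this rule that the closing section names were chosen after their values were seen, or come from a marker list.

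The alternatives were exact matching, the CATG site nearest the 3′ end only, the longest transcript per gene, sense and antisense tags together, TMM scaling, scaling to unambiguous sense tags, an exact binomial test, a minimum of 10 tags over both libraries, 0.5 tags added to both counts, and edgeR's exact test with an assumed BCV of 0.1, 0.2 or 0.4. For the tag curves the single copy tags were added back, for tag positions the tags were weighted by copy number or placed in the longest transcript, and for the qPCR comparison the genes were split. Another 4 alternatives were added after seeing the data: sense matches preferred over antisense matches, pseudogene transcripts left out, single-base insertions and deletions allowed, and transcripts extended by poly(A).

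Marker lists for germ cells, fibroblasts, Sertoli cells, Leydig cells, peritubular myoid cells and the sex chromosomes were fixed before the data were examined. Lists of interferon response genes, p53 targets, X homologues of Y genes and mesothelial genes were written later, each before the values of its remaining genes were displayed except for the X homologues. *Fas* of the p53 list and *Crb2* and *Pkhd1l1* of the mesothelial list had been seen in Table S1 before, and were left out of the tests. The median log2 ratio of a list, with 0.5 tags added to both counts, was placed among 10000 random lists of the same size matched on the sum of tags. Pathway enrichment, the qPCR measurements themselves, the western blots and the ELISA were not analysed here, and only the part of Table S1 that was held was used.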

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

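The test of *B2m* tags, the test of tag pairs against sequencing errors, the 3 tests of Y chromosome genes and the counting of inserted or deleted bases were chosen only after the result was seen.

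The libraries hold pairs of tags that differ by 1 base and are listed mainly in opposite libraries, a signal that the paper does not report on. With at least 50 copies for each tag and at most 5% of those copies in the other library, there were 82 such pairs. If the neighbours were sequencing errors of an abundant tag, they would appear at least as often within the same library, where 13 pairs were found, which argues against that explanation. In 77 of the 82 pairs, or 93.9%, exactly 1 of the tags equals a reference tag, and in all 77 that tag is the one listed mainly in GC-2spd (ts). Both tags were given to the same gene in 69 pairs. A candidate explanation is that the mice behind GC-1spg carried strain variants against the reference, which the match with 1 mismatch takes in. Variants that insert or delete a base are not taken in by it, but counting such tags removed 18 of the 2817 calls, so they do not explain most of the calls. Apart from a strain variant, no difference between the cell lines was tested as an explanation, and the strain of either line was not used here.

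A tag that matched no transcript, CATGTTTTCAAAAATTGGAAA, was listed 4711 times in GC-1spg and 6 times in GC-2spd (ts). It is 1 inserted or deleted base away from the main tag of *B2m*, CATGTTTTCAAAAAATTGGAA, which was listed 9 and 11908 times and lies in the 3′ UTR on chromosome 2 of GRCm38 from 122152779 to 122152799. *B2m* had 30 tags in GC-1spg and 12095 in GC-2spd (ts) when matched with 1 mismatch, a 433-fold ratio and a log2 ratio of 8.76. With all tags 1 inserted or deleted base away counted, this one among them, *B2m* had 4746 and 12650 tags, a log2 ratio of 1.52, or 2.86-fold. A strain variant in this tag is a candidate explanation for most of the ratio, and the rest of it, which this variant leaves, stays open. *B2m* was chosen after its values were seen.

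Y chromosome genes gave 293 tags in GC-1spg and 8 in GC-2spd (ts), although the paper does not discuss them, a log2 ratio of -5.09 (exact 95% interval -6.32 to -4.10). *Ddx3y* had 125 and 2 tags, *Uty* 84 and 0, *Eif2s3y* 58 and 0 and *Kdm5d* 26 and 6, the first 3 of them called lower, and the other 4 Y genes of the list and *Xist* had no listed tag. A strain variant would lower some tags only, but of the 17 distinct tags with at least 5 copies in GC-1spg, 2 were listed in GC-2spd (ts), and all 17 fell below 0.5 of their share. A difference in library size or depth would lower the X homologues too, and *Ddx3x*, *Eif2s3x*, *Kdm5c* and *Kdm6a* together went from 3336 to 4451 tags, a log2 ratio of 0.52 (0.45 to 0.58). *Kdm5c* alone went down, from 258 to 166 tags, a log2 ratio of -0.53 (-0.83 to -0.25), and the other 3 went up. Contamination of GC-1spg by other male cells and a low level of Y transcripts in GC-2spd (ts) cannot be told apart, since the 293 tags come from 1 library per line. A loss of the Y chromosome in GC-2spd (ts) was not tested.

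Unambiguous antisense tags made up 7.61% of all clean tags in GC-1spg and 7.08% in GC-2spd (ts), which the paper counts in Table 2 and does not discuss. In GC-1spg, 52.5% of the CATG sites with a listed antisense tag also had a listed sense tag, against 12.0% of the other sites of the same genes, and in GC-2spd (ts) the shares were 52.2% and 12.8%. Over 3804 genes with at least 30 tags on each strand, the log2 ratios of antisense and sense tags had a Pearson correlation of 0.769, which is across genes, and genes are not independent replicates. *Actb* had 10682 antisense tags in GC-1spg against 5827 sense tags, and 13859 against 11065 in GC-2spd (ts). These values are consistent with copying of sense transcripts during library preparation, as a hypothesis. Antisense transcription that follows the sense strand was not tested and stays open.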

How the results depend on the processing

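The 4 alternatives on preferred sense matches, pseudogenes, inserted or deleted bases and poly(A) tails were chosen only after the result was seen.

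No paired analysis was possible because the groups share 1 replicate number, with 1 library per cell line. With single copy tags added back, 3000000 tags held 69.4% of the distinct tags in GC-1spg and 70.4% in GC-2spd (ts), since these tags add distinct tags at any depth. The share of distinct tags matched was 61.1% and 62.4% with exact matches and 64.9% and 65.8% with the longest transcript, where the reference holds fewer tags, and 74.4% and 75.1% with inserted or deleted bases and 75.4% and 76.1% with poly(A) tails, where more tags can match. The first and second CATG site held 84.8% and 85.3% when weighted by copies and 34.0% and 33.5% in the longest transcript, and the cause was not tested.

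Under the alternatives of matching, scaling, filtering and testing without an assumed spread, between 2605 and 2963 genes were called. TMM reversed the balance of the directions, with 1292 higher and 1443 lower (47.2% higher) against 1684 and 1133 (59.8%), and scaling to unambiguous sense tags gave 1481 and 1278 (53.7%). The assumed BCV lowered the calls by its construction, to 511 higher and 489 lower at 0.2 and to 108 and 136 at 0.4. At a BCV of 0.4, *Rac3* (log2 ratio -2.76), *Baiap2l1* (-3.48) and *Fgf13* (47 and 0 tags, at least 9.23-fold lower, with -9.86 set by the 0.01 TPM put in for an unlisted gene) lost their calls. The log2 ratio of *Rhog* turned to -0.055 under TMM, by the shift of that scaling.

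The squared correlation with qPCR was 0.917 with 0.5 tags added, 0.955 over genes listed in both libraries, 0.189 within the higher genes, 0.811 within the lower genes and 0.841 with preferred sense matches, and the cause was not tested. The lower bound of *Sfrp2* was 211-fold with exact matches and 102-fold under TMM, that of *Wnt10a* 130-fold and 102-fold, and that of *Fgf13* 10.4-fold under TMM. Exact matching leaves fewer listed tags and so fewer possible unlisted copies.

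Of the values that answer a comparison, 27 moved, 1 reversed (*Rhog*), 3 lost a call and 151 kept their direction and side of the threshold or moved by less than their counting interval or 1.5 times, among them the numbers called higher and lower under TMM. Single genes tallied and the numbers of called family members gave 522 values that kept direction and side of the threshold or moved by less than that. Another 29 moved, 7 lost a call (all at a BCV of 0.4) and 1, *Notch1* with preferred sense matches, gained a call. Calls lost or gained by single family members are not counted in these numbers. *Itgb4*, *Myl6b*, *Prkaca*, *Prkacb*, *Wnt4*, *Arhgap10*, *Arhgap24*, *Arhgap31* and *Arhgap42* lost calls under some alternatives without an assumed spread. *Pak4* and *Arhgap28* gained calls under TMM, and some other members gained calls under other matching rules. The call of *Actb*, lost under both other scalings, is not among these 7. The CATG site nearest the 3′ end gave no value for *Notch1*. Depth limits the genes with few tags: a gene unlisted in 1 library and with few copies in the other, such as *Bcl2l15*, did not pass the FDR threshold. *Notch1* did not pass it either, but its low count depended on the matching rule. With preferred sense matches, at the same depth, *Notch1* had 117 tags in GC-2spd (ts) and was called.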

Differences from the paper's values

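In this part, the alternatives with preferred sense matches, inserted or deleted bases and poly(A) tails, the comparison of p-values with Table S1 and the test of *Cxcl10* were chosen only after the result was seen.

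The share of distinct tags that matched no transcript was 26.9% in GC-1spg and 26.0% in GC-2spd (ts), where the paper's values are 10.02% and 10.31%. Exact matches (38.9% and 37.6%) and the longest transcript per gene (35.1% and 34.2%), both set before the data were examined, leave the difference, and by their construction can only raise the share. Inserted or deleted bases (25.7% and 24.9%) and poly(A) tails (24.6% and 23.9%), chosen after seeing the values, lower it and leave the difference too. The paper's matched and unmatched shares leave 23.5% and 22.7% of the distinct tags in neither, while the shares here add up to all distinct tags.

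The paper's TPM of *Notch1* in GC-2spd (ts) is 24.75 and the value here 1.27. It differed with exact matches (1.27) and under TMM (1.20) too, and the CATG site nearest the 3′ end gave no value. Preferred sense matches, chosen after seeing the values, gave 24.8 TPM and called *Notch1*, and dropped 2 of the 389 genes of Table S2 called as in the paper while adding 17. It also gave 554 TPM for *Sfrp2* in GC-2spd (ts), where the paper's value is 553.86 and the value here 550. Other alternatives also called genes of Table S2 not called here, and most of them dropped others of the 389. The site nearest the 3′ end added 16 and dropped 49, the longest transcript added 15 and dropped 8, and sense and antisense tags together added 7 and dropped 9. TMM added 7 and dropped 37, scaling to unambiguous sense tags added 3 and dropped 15, exact matches added 1 and dropped 6, and at least 10 tags added 1 and dropped 0. Poly(A) tails, chosen after seeing the values, added 4 and dropped 4. For *Fgf7* the paper's values are 0.01 TPM in GC-1spg and 2.54 TPM in GC-2spd (ts), and here 0.59 and 16.5. No alternative set before the data were examined closes this gap: exact matches gave 0.59 and 16.5, the site nearest the 3′ end 0.59 and 13.5, and TMM 0.63 and 15.5. Preferred sense matches left it at 0.59 and 16.5. For *Bcl2l15* in GC-1spg the paper's value is 16.36 TPM and the value here 1.97, which was 1.97 with exact matches and with the site nearest the 3′ end, and 2.09 under TMM, so it differed under all 3, and preferred sense matches left it at 1.97. Neither *Bcl2l15* nor, without preferred sense matches, *Notch1* was called here under any alternative, although the paper lists both as differentially expressed.

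In the part of Table S1 held here, the p-values of all 93 lower genes with p above 0 in both lie within 12% of those of the Audic-Claverie test computed from the same counts. Of the 1469 such higher genes, 20 do, and for 542 the paper's p-value is over 100 times larger.

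The paper states that the GC-1spg library had more distinct sequence tags and a higher ratio of distinct to total tags. Among clean tags GC-1spg has more distinct tags (121656 against 118173), but their ratio to the total is lower (2.40% against 2.50%). In the raw data of the paper's Table 1, GC-1spg has fewer distinct tags than GC-2spd (ts), and the ratio is 6.74% against 7.99%. The paper states that the number of genes no longer rose from 2000000 tags on, and here 648 and 590 genes were gained from there. It states that *Rac* is lower in GC-2spd (ts): *Rac3* was called lower (log2 ratio -2.76), while *Rac1*, which had 614 and 787 tags, was not called (0.46, and above 0 under each alternative run on it, such as 0.80 with 1616 and 2620 tags under preferred sense matches) and *Rac2* was not listed. The paper also reports weakly higher RAC protein in GC-1spg by western blot, which these RNA values do not test. It states that RhoGAP and RhoGEF genes are lower: over 28 *Arhgap* genes, 5 were called higher and 2 lower, and over 23 *Arhgef* genes, 3 were called higher and 2 lower, while at a BCV of 0.4 the calls were 0 higher and 1 lower for *Arhgap* and 0 for *Arhgef*. These families are wider than the pathways of Table S2, which lists only *Arhgap27* of them under focal adhesion and regulation of actin cytoskeleton, and *Arhgap27* was called lower here as well. Of the genes Table S2 lists there, 84 of 85 with tags in focal adhesion and 76 of 76 in regulation of actin cytoskeleton had the paper's direction, and 0 were called in the other. Under TMM, 1 focal adhesion gene, *Pcf11*, was called in the other direction. Table S2 lists *Cxcl10* as lower, and here it had 2 tags in GC-1spg and 104 in GC-2spd (ts), a log2 ratio of 5.80, called higher under every alternative run. With at least 10 tags over both libraries, 1172 genes were called lower, the paper's number, but 1699 higher and 2871 in all, which lie farther from the paper's 1651 and 2823 than the 1684 and 2817 of the analysis here. With the TPM of Table S2 the squared correlation with qPCR was 0.857, the paper's value, against 0.866 here and 0.841 with preferred sense matches.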

Other observations

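The tests of *Actb* against scaling, of *Trp53* against a strain variant, of germ cell genes against low depth, and the settings with pseudogene transcripts left out and with preferred sense matches were chosen only after the result was seen.

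*Actb*, which the qPCR and the western blots of the paper were normalized to, was called higher in GC-2spd (ts), with a log2 ratio of 1.03. Its ratio was 0.85 under TMM and 0.94 under scaling to unambiguous sense tags, both below the threshold of 1, so the call is lost under both. These scalings leave most of the ratio, which argues against them as its whole cause. Tags shared with pseudogenes are left out of these counts by construction and are no part of the ratio. The same ratio of 1.03 with pseudogene transcripts left out is therefore not a test of them. A higher level of *Actb* in the GC-2spd (ts) culture stays as a hypothesis, since each line has 1 library.

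*Trp53* had 20 tags in GC-1spg and 397 in GC-2spd (ts) from tags of no other gene, a log2 ratio of 4.41. Tags shared with the pseudogene *Trp53-ps* are left out of these counts by construction. They are therefore no part of this ratio, which is not a test of them. The tag shared by both, CATGCTACAGAGGAGTCTGGA, left out of these counts, had 691 and 25754 copies, or 136 and 5449 TPM. A strain variant would move 1 tag, and all 9 of the 9 own tags with at least 10 copies in GC-2spd (ts) were over 2-fold higher there. Whether p53 was more active stays open: the median log2 ratio of 11 p53 target genes was 0.13 and lay at percentile 49.1 of the random lists, with members going both ways (*Plk2* called higher, *Btg2*, *Perp* and *Pmaip1* lower). The median was -0.20 with unlisted genes at their bound. With *Fas*, which had been seen before, the median was -0.03, at percentile 29.1. *Mdm2* had 268 and 281 tags and *Cdkn1a* 18 and 11. The constructs used to transform the lines were not tested as an explanation. *Trp53*, *Mdm2* and *Cdkn1a* were chosen after their values were seen.

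Genes of antigen presentation were listed at higher counts in GC-2spd (ts): *Tap1* had 16 and 79 tags, *Tap2* 6 and 108, *Psmb8* 23 and 93, *Psmb9* 10 and 43, *H2-K1* 2 and 32, *H2-D1* 0 and 23 and *Nlrc5* 2 and 24, all chosen after their values were seen. In GC-2spd (ts), *H2-K1* rested on 3 distinct tags and *H2-D1* on 2, with tags shared between genes left out. A strain variant was not tested for these genes and stays open for them. If a general interferon response were the cause, other interferon response genes would be higher too. Over 24 such genes, the median log2 ratio was 2.61 (2.23 with unlisted genes at their bound) and lay at percentile 100.0 of the random lists, with 17 called higher and 0 lower. The most abundant were *Lgals3bp* with 152 and 691 tags and *Bst2* with 36 and 448, and *Gbp2* went the other way with 216 and 158. The values are consistent with an interferon response in the GC-2spd (ts) culture, as a hypothesis. *Irf1*, also an interferon response gene but outside the list, was lower, with 372 and 141 tags. No culture batch is given in the sources used here, and a cause in the culture or in the cell line was not tested.

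*Upk3b*, *Upk1b* and *Saa3* were listed in GC-1spg only. After these genes had been seen, a list of mesothelial genes was written as a candidate source. Over its 12 listed genes of 14, the median log2 ratio was -4.70 (-2.89 with unlisted genes at their bound) and lay at percentile 0.0 of the random lists, with 8 called lower in GC-2spd (ts) and 0 higher. With *Crb2* and *Pkhd1l1*, which had been seen before, the median was -5.46, also at percentile 0.0. The most abundant were *Krt19* with 2666 and 26 tags, *Msln* with 1310 and 132 and *Efemp1* with 577 and 4. None of the 14 genes is in another list used here, and its keratins are also expressed by other epithelial cells. Mesothelial cells in, or at the origin of, the GC-1spg culture may be a source, as a hypothesis, and the same genes switched on in a transformed germ cell line stay open, since 1 library cannot separate them.

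Of 28 germ cell marker genes, *Spo11* had 2 tags in GC-1spg, *Tdrd1* had 4 in GC-2spd (ts) and the others had none. With preferred sense matches, *Sycp3* also had 2 tags in GC-1spg. A missing tag site is argued against, since all 28 have a CATG+17 tag of their own in the reference. Low depth was not excluded: 17 of 19 fibroblast genes were listed, with 44030 tags in GC-1spg and 28719 in GC-2spd (ts). *Sparc* had 21159 and 10473 tags and *Col1a1* 10465 and 2425, and 7 fibroblast genes were called higher and 4 lower, but genes at such counts would be listed at a far lower depth too. Germ cell transcripts too rare for this depth and transcripts that are absent cannot be told apart, since tags of a single copy are not in the files. What stays open concerns rare transcripts only, as 1 copy is 0.197 TPM in GC-1spg and 0.212 TPM in GC-2spd (ts). Of 12 Sertoli cell genes, 8 were listed in either library, with 1613 and 541 tags, mainly *Clu* (902 and 262) and *Wt1* (620 and 0). Of 8 Leydig cell genes, 3 were listed, with 4 and 193 tags, of which *Nr5a1* had 0 and 188. All 6 peritubular myoid cell genes were listed, with 110 and 724 tags, of which *Acta2* had 50 and 555 and *Mylk* 44 and 145. *Tagln* of this list had 0 and 3 tags, but 5 and 219, called higher, with preferred sense matches. *Mylk* is also in a gene family of the paper, as *Pdgfrb* of the fibroblast list is a gene the paper names.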
